# Aldehyde dehydrogenase 1a3 defines a subset of failing pancreatic β cells in diabetic mice

**DOI:** 10.1038/ncomms12631

**Published:** 2016-08-30

**Authors:** Ja Young Kim-Muller, Jason Fan, Young Jung R. Kim, Seung-Ah Lee, Emi Ishida, William S. Blaner, Domenico Accili

## Abstract

Insulin-producing β cells become dedifferentiated during diabetes progression. An impaired ability to select substrates for oxidative phosphorylation, or metabolic inflexibility, initiates progression from β-cell dysfunction to β-cell dedifferentiation. The identification of pathways involved in dedifferentiation may provide clues to its reversal. Here we isolate and functionally characterize failing β cells from various experimental models of diabetes and report a striking enrichment in the expression of aldehyde dehydrogenase 1 isoform A3 (ALDH^+^) as β cells become dedifferentiated. Flow-sorted ALDH^+^ islet cells demonstrate impaired glucose-induced insulin secretion, are depleted of Foxo1 and MafA, and include a Neurogenin3-positive subset. RNA sequencing analysis demonstrates that ALDH^+^ cells are characterized by: (i) impaired oxidative phosphorylation and mitochondrial complex I, IV and V; (ii) activated RICTOR; and (*iii*) progenitor cell markers. We propose that impaired mitochondrial function marks the progression from metabolic inflexibility to dedifferentiation in the natural history of β-cell failure.

## Abstract (web summary)

Diabetes is associated with the de-differentiation of β-cells into a more progenitor-like cell type. Here, the authors identify Aldh3 as a marker of de-differentiating β-cell in animal models of diabetes, and show Aldh3^+^ cells have impaired insulin secretion and mitochondrial dysfunction.

Diabetes arises as a consequence of combined abnormalities in insulin production and function^1^. Although alterations in either arm of this homeostatic loop can result in full-blown disease, in most individuals, the two abnormalities coexist. While target organs show an impaired response to insulin (so-called insulin resistance), β-cells of diabetics show a blunted and mistimed response to nutrients^2^. During the natural history of the disease, β-cell function markedly deteriorates^3^. In fact, an intrinsic susceptibility of the β cell to functional exhaustion-commonly referred to as ‘β-cell failure'-sets apart individuals who go on to develop diabetes from those that, at the same level of insulin resistance, do not^3^. Abnormalities of islet cell function in diabetes include an impaired insulin response to stimulus, a reduced number of β cells, and an inappropriate glucagon response^4^. This occurs despite the fact that reversal of hyperglycemia can partly restore β-cell function, even in patients with advanced disease^5^. Treatments range from preserving β-cell function by reducing the metabolic demand on β-cells, to increasing β-cell performance to meet the increased metabolic demand^2^. Notwithstanding this evidence, it is unclear whether the two primary components of β-cell failure, impaired insulin secretion and reduced β-cell mass, are mechanistically linked. We have shown that genetic ablation of Foxo function in β-cells impairs metabolic flexibility, that is, the ability to switch from glucose to lipids as a source of acetyl-CoA for mitochondrial oxidative phosphorylation, paving the way for β-cell dedifferentiation^6^,^7^,^8^,^9^. These two processes bookend β-cell failure, but we do not know what happens in between.

To address this question it's necessary to first discover biomarkers that can be used to isolate and characterize ‘failing' β cells. In this study, we report the discovery of an isoform of the enzyme aldehyde dehydrogenase 1 isoform A3 (ALDH1A3) as a biomarker of dysfunctional β cells. We isolated and characterized ALDH1A3-expressing islet cells, and compared their gene expression profiles in normal and diabetic mice. The data indicate that two reciprocal processes unfold in failing β cells: a decrease of mitochondrial function with presumptive activation of RICTOR, likely compensatory in nature, associated with progenitor cell-like features. We identify a narrow set of candidate genes that may affect the transition from a healthy to a dysfunctional β cell. The significance of this work consists in the discovery of a biomarker of β-cell dysfunction that can also be used to isolate failing cells; and in the identification of a pathogenic mechanism and a narrow set of potential effectors that can be tested for therapeutic relevance.

## Results

### Elevated ALDH1A3 is a common feature of diabetic β cells

We reasoned that critical changes in gene expression during β-cell failure would be shared across multiple models of diabetes. We used two permutations of a genetic approach involving triple Foxo knockouts (Foxo1, 3a and 4) at two distinct developmental stages: (i) in pancreatic precursors (generated using *Pdx1-cre*-mediated gene knockout)^9^; (ii) in terminally differentiated β cells (generated using *Ins-cre*)^7^. The triple Foxo knockout faithfully replicates human MODY, a genetic form of diabetes caused by an intrinsic β-cell abnormality^10^. When we compared transcriptomes of islets from these models, a narrow selection of genes was uniformly affected across the board. Among them was ALDH1A3, expression of which increased three to sixfold with robust adjusted *P* values (Table 1). We tested the expression of ALDH1A3 in other models of diabetes including aging, diet-induced and *db/db* mutants, and found it to be increased too (Fig. 1a). We sought independent confirmation of this observation in the literature, and found that similar increases of ALDH1A3 had been observed in diabetic Nkx6.1 (ref. 11) and MafA knockout mice^12^, as well as in a cross of diabetes-sensitive versus resistant mice^13^. ALDH1A3 is notably absent from normal β cells^14^. In a recent study inspired by these findings, we found that ALDH1A3 is also elevated in islets from patients with type 2 diabetes^15^.

ALDH1A3 had two attractive features that justified further studies: ALDH1 activity marks human cancer progenitor cells^16^,^17^,^18^,^19^, and ALDH1A3 has been recognized as the isoform conveying increased ALDH1 activity in lung, ovary, breast, head and neck cancer and melanoma^20^,^21^,^22^. This observation is consistent with the notion that dedifferentiating β cells have progenitor-like features^11^,^23^,^24^. Moreover, ALDH-expressing cells can be readily isolated using live cell assays^25^. ALDH1A3 is one of 20 murine genes encoding NAD(P)^+^-dependent enzymes that catalyse aldehyde oxidation. ALDHs also have additional catalytic (for example, esterase and reductase) and non-catalytic activities. ALDH1A3 is also known as retinaldehyde dehydrogenase (RALDH3) owing to its ability to synthesize retinoic acid (RA) from retinal.

The increase was specific to ALDH1A3, as other isoforms showed little if any change (Fig. 1a). Measurements of all-*trans*-RA and 9-*cis*-RA production in islets confirmed a correlation between ALDH1A3 levels and RA generation, indicating that the enzyme is catalytically active (Fig. 1b,c). We localized ALDH1A3 in islets using immunohistochemistry. ALDH1A3-positive cells were rare in normal islets (Fig. 2a). We studied a classic model of diabetes secondary to extreme obesity, *db/db* mice, as well as mice that develop diabetes as a consequence of extreme peripheral insulin resistance, brought about by targeted knockout of insulin receptor in muscle, fat and brain (GIRKO)^26^. Of note, the latter mice are lean and have no intrinsic β-cell abnormalities, but develop diabetes as a result of their inability to compensate for insulin resistance. In both models, the number of ALDH1A3-expressing cells rose considerably (Fig. 2a,b). There was heterogeneity of immunohistochemical signal intensity among ALDH1A3-expressing cells. We empirically defined them as ALDH1A3^low^ and ALDH1A3^hi^ cells. ALDH1A3 immunoreactivity showed a reciprocal pattern with insulin immunoreactivity such that ALDH1A3^hi^ cells were insulin-negative, while ALDH1A3^low^ cells retained some insulin immunoreactivity (Fig. 2a,b). We did not detect strongly insulin-immunoreactive cells that were also ALDH1A3-positive, nor did we detect any other endocrine cell type that co-localized with ALDH1A3 in mouse islets (Fig. 2b). These data show that ALDH1A3-positive cells are heterogeneous and are comprised of insulin-producing cells, as well as hormone-negative cells that can potentially represent a progenitor-like population.

We tested the expression of various β-cell markers in ALDH1A3-positive cells. They had weak MafA immunoreactivity (Fig. 2c), but retained Pdx1 immunoreactivity (Fig. 2d). Nkx6.1 was generally reduced in ALDH1A3-positive cells (Fig. 2e), with Nkx6.1 absent in a subset of ∼10% ALDH1A3-positive cells (Fig. 2e, right panels, white arrows). We also examined two progenitor cell markers, L-myc and Neurogenin3. Consistent with previous results, we found that L-myc expression increased in Foxo knockout islets and that ALDH1A3-positive cells were L-myc-positive (Fig. 2f). Moreover, there was a subset of ALDH1A3^+^/Neurog3^+^ cells (Fig. 2g, white arrows). In Foxo knockout islets, ALDH1A3^+^/Neurog3^+^ cells accounted for 5.2% of ALDH1A3^+^ cells (7/134, *n*=9 sections from 3 mice) while in wild-type islets, we found no Neurog3^+^ cells and hence no ALDH1A3^+^/ Neurog3^+^ cells. The staining method was validated in E12.5 fetal pancreas sections containing endocrine progenitors (Supplementary Fig. 1). These data provide immunohistochemical evidence that ALDH1A3 marks a heterogeneous cell population, with features of incipient β-cell failure (reduced insulin), and includes a subset of dedifferentiating (low MafA or Nkx6.1) or dedifferentiated cells (L-myc and Neurog3-expressing)^7^,^11^,^24^.

### ALDH1A3 overexpression does not impair insulin secretion

As Foxo1 loss-of-function is associated with increased ALDH1A3 levels, we asked whether Foxo1 regulates ALDH1A3 in MIN6 insulinoma cells. We transfected wild-type and two different mutant Foxo1 constructs to investigate this point. The first mutant is a dominant-negative that binds to DNA but lacks the transactivation domain, preventing binding of RNA polymerase, hence transcription. When overexpressed, it outcompetes endogenous Foxo (1, 3a and 4) and effectively mimics the effect of a knockout^27^. The second mutant, DNA-binding deficient, does not bind to DNA, and fails to activate Foxo targets for which DNA binding is required^28^. Inhibition of Foxo1 by the dominant-negative mutant resulted in a ∼30-fold increase in *Aldh1a3* messenger RNA (mRNA), while the DNA-binding deficient mutant Foxo1 failed to activate *Aldh1a3* expression (Fig. 3a). This experiment shows that Foxo1 inhibits *Aldh1a3* independently of DNA binding, likely acting as a co-repressor^28^,^29^. These data are consistent with the possibility that activation of ALDH1A3 expression is an early correlate of reduced Foxo1 function.

Reduced RA signalling in islets has been linked to defective insulin secretion^30^. To test whether elevated ALDH1A3 activity affects β-cell function, we overexpressed ALDH1A3 in MIN6 cells using either transient transduction with adenovirus (Fig. 3b) or the derivation of stably transfected clones, and then measured expression of genes that are important for β-cell function or glucose-stimulated insulin secretion. In either case, we found no defects in gene expression (Fig. 3c) or insulin secretion (Fig. 3d). Moreover, we transduced islets of wild-type C57Bl/6J mice with ALDH1A3 adenovirus and found a small, but statistically significant increase of glucose-induced insulin secretion (Fig. 3e). ALDH1A3 activity can be inhibited by the irreversible inhibitor N,N-diethylaminobenzaldehyde^25^. We performed insulin secretion experiments in MIN6 cells overexpressing ALDH1A3, in the presence of N,N-diethylaminobenzaldehyde. But we didnot detect an effect of this compound to change insulin secretion (Fig. 3f). Finally, we measured oxygen consumption in MIN6 cells overexpressing ALDH1A3 as a surrogate of mitochondrial function, and found a modest decrease (Fig. 3g). However, in light of the fact that insulin secretion was normal (in MIN6) or slightly elevated (in primary islets), we suppose that this slight oxidative defect is unlikely to result in a functional change. These data showing that acute gain-of-function of ALDH1A3 doesnot compromise β-cell function suggest that ALDH1A3 is a marker, rather than a cause of β-cell dysfunction.

### Isolation and characterization of ALDH1A3-expressing islet cells

We used a vital assay of ALDH activity to isolate ALDH1A3-expressing cells from mouse islets (Fig. 4a). The cell-permeable fluorescent ALDH substrate BODIPY-aminoacetaldehyde (aldeflour) is metabolized to the non-releasable derivative BODIPY-aminoacetate (BAA), thus permanently labelling ALDH-expressing cells. We used red fluorescent protein (RFP) to label β (or former β) cells by cre-mediated recombination^7^. Thereafter, we incubated cells with aldefluor, and selected for RFP (red) and aldefluor (green) fluorescence, yielding ALDH^−^ and ALDH^+^ cells. The latter should include dysfunctional/dedifferentiating β cells. In wild-type mice, we obtained three sub-populations: RFP^−^ALDH^−^ (non-β cells), RFP^+^ALDH^−^ (healthy β cells), and RFP^+^ALDH^+^ (dysfunctional β cells) (Fig. 4b). The latter represented <1% of total cells in normal islets. In separate experiments, we isolated RFP^+^ALDH^+^ cells from animals with β-cell-specific (Rip-cre) triple Foxo1 knockouts^8^. As predicted, the RFP^+^ALDH^+^ sub-population increased about sevenfold in this model (Fig. 4c,d).

We performed a preliminary characterization of ALDH^−^ and ALDH^+^ cells by measuring insulin secretion and gene expression. The predicted outcome of these experiments was that ALDH^+^ cells would be: (i) enriched in ALDH1A3; (ii) impaired in their ability to secrete insulin; (iii) depleted of markers of functional β cells, including Foxo1 (ref. 8). All predictions were borne out by the data. In glucose-stimulated insulin release experiments using ALDH^−^ versus ALDH^+^ cells, we found that only the former responded to glucose, providing critical evidence for a functional impairment of ALDH^+^ cells (Fig. 4e). *Aldh1a3* mRNA was restricted to the RFP^+^ALDH^+^ population in both wild-type and triple Foxo knockout mice (Fig. 4f). *Foxo1* was reduced by ∼70% in ALDH^+^ cells from wild-type mice (Fig. 4g). *Glucokinase* was nearly equally represented in all fractions, but was decreased in ALDH^+^ cells of triple Foxo knockouts (Fig. 4h), similar to previously reported single knockouts^7^. *Insulin2* and *Nkx6.1* expression were greatly enriched in the RFP^+^ population, while *glucagon* and *somatostatin* were enriched in the RFP^−^ population (Fig. 4i–l), providing another key element to support the identity of these cells. Foxo1 target *MafA* was enriched in the RFP^+^ALDH^−^ population and drastically reduced in RFP^+^ALDH^+^ cells. These data are consistent with the notion that ALDH^+^ cells are β cells that have lost key functional features (Fig. 4m). Finally, *Glut2* expression was restricted to RFP^+^ cells, regardless of their ALDH status, and was significantly decreased in Foxo knockouts, consistent with prior findings (Fig. 4n)^7^.

### Transcriptome of ALDH^+^ cells and progression of β-cell failure

We carried out RNA sequencing analyses comparing ALDH^+^ with ALDH^−^ β cells (RFP^+^), as well as other islet cell types (RFP^−^) in wild-type mice. Moreover, we compared wild-type ALDH^+^ cells with triple Foxo-deficient ALDH^+^ cells generated by knocking out Foxo in mature β cells^8^. 

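RNA from sorted RFP+ cells was sequenced in 15 libraries, of which 8 came from ALDH- cells and 7 from ALDH+ cells. Wild-type cells gave 3 ALDH- and 2 ALDH+ libraries, and Foxo knockout cells gave 5 of each. The sample labels call the control cells triple heterozygous for Foxo, where the paper calls them wild-type. The cre driver in the labels was Rip-cre in 9 libraries and Pdx-cre in 6. Fig. 5a lists all 15 libraries. Supplementary Tables 1 and 4 follow the Rip-cre libraries alone: their overall means weight the second group by 0.333, as 1 library of 3 would, and by 0.75, as 3 libraries of 4 would. The 6 Pdx-cre libraries are wild-type ALDH- replicate 3, wild-type ALDH+ replicate 2, and Foxo knockout replicates 4 and 5 of both populations, and the paper gives no reason for leaving them out of those tables. Values are therefore given first over the Rip-cre libraries and then over all 15. The authors deposited 1 table per library with the FPKM of each gene (fragments scaled for transcript length and library depth) and its confidence interval, not read counts. Fragments per gene, worked out from the width of each interval, summed to between 7492220 and 10058043 per library (median 9281983). Genes marked as too deep add nothing to these sums, which were *Ins1* in all 15 libraries, and *Ins2* and *Rn45s* in some. The sums therefore understate depth unequally. The median sum was 9682028 in wild-type ALDH- cells and 8654884 in wild-type ALDH+ cells. In Foxo knockouts it was 9497326 in ALDH- cells and 8508998 in ALDH+ cells. FPKM values were rescaled between libraries by the trimmed mean of M-values and compared as log2(FPKM + 1) with limma's moderated test, with Benjamini-Hochberg adjustment. The test covered the genes with a mean rescaled FPKM of at least 1, which were 11110 over the Rip-cre libraries and 11255 over all 15. With 1 wild-type ALDH+ library against 2 wild-type ALDH- libraries in the Rip-cre set, the spread was taken from all 9 libraries. In simulated data with the same groups of libraries, 200 genes were changed by 1.5 to 2 on the log2 scale. Of these, 9% passed an adjusted p of 0.05 with the Rip-cre libraries, and 68.5% with all 15. The simulated noise came from all 15 libraries, with differences between cre drivers left in. The 9% therefore need not hold for the real Rip-cre fit. The RFP- libraries were not analysed here.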

As a quality control, we interrogated expression of all 20 *Aldh* transcripts, and found that only *Aldh1a3* showed differential expression in the ALDH^+^ population (Fig. 5a). Moreover, in all comparisons between ALDH^+^ and ALDH^−^ cells, *Aldh1a3* was among the top differentially expressed genes (Supplementary Tables 1 and 2). This finding confirms the specificity and robustness of the enrichment technique.

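The 20 *Aldh* genes were each listed once in the deposited tables. *Aldh1a3* lies on chromosome 7 from 73535778 to 73572363 in the authors' coordinates, whose genome build is not stated, and encodes a retinaldehyde dehydrogenase. Its expression in the Rip-cre libraries was 0.791 and 1.54 FPKM in wild-type ALDH- cells and 28.2 FPKM in the wild-type ALDH+ library. Foxo knockout Rip-cre libraries had 0.490, 4.09 and 3.95 FPKM in ALDH- cells and 22.1, 35.2 and 50.7 FPKM in ALDH+ cells. The 4 Rip-cre ALDH+ libraries were all above the 5 Rip-cre ALDH- libraries (exact permutation test, two-sided p = 0.00794, the smallest that this design allows). Among the Pdx-cre libraries, *Aldh1a3* was at 1.66 FPKM in wild-type ALDH- cells and 24.9 FPKM in wild-type ALDH+ cells. Pdx-cre Foxo knockout cells had 0.506 and 3.87 FPKM in the ALDH- libraries and 33.5 and 76.9 FPKM in the ALDH+ libraries. Over all 15 libraries of Fig. 5a, the log2 fold change averaged over genotypes was 3.65 (standard error 0.36, adjusted p = 0.00026, limma). Each of the 7 ALDH+ libraries exceeded every ALDH- library (exact permutation within genotype, two-sided p = 0.000397, the smallest possible). A pseudocount of 0.1 moved the log2 fold change of *Aldh1a3* most among the alternatives set in advance, to 4.34, and leaving out single libraries kept it between 3.46 and 3.76. Of the other 19 *Aldh* genes, 10 passed the expression filter, 8 were below it, and *Aldh18a1* had a usable estimate in only 13 libraries. None of the 10 tested passed an adjusted p of 0.05, and none had an unadjusted p under 0.05. Their log2 fold changes ran from -0.30 for *Aldh2* (standard error 0.29) to 0.47 for *Aldh4a1* (standard error 0.31). With no filter, 16 of these genes could be tested and 1 passed the threshold.

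**Figure D1:**
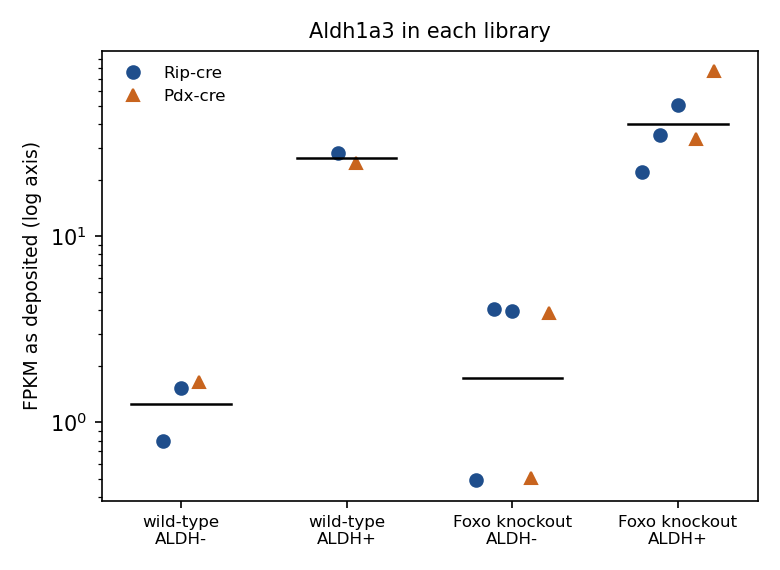
FPKM of *Aldh1a3* as deposited, on a log axis, in each of the 15 libraries by genotype and ALDH population. Circles are Rip-cre and triangles Pdx-cre libraries, and black lines are geometric means of each group; all 7 ALDH+ libraries (22.1 to 76.9 FPKM) sit above the 8 ALDH- libraries (0.490 to 4.09 FPKM).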

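Genes were ranked by p-value in each comparison of ALDH+ with ALDH- cells. Over the Rip-cre libraries, *Aldh1a3* ranked 48 of 11110 genes in wild-type cells, with a log2 fold change of 3.77 (standard error 0.73, adjusted p = 0.086). In Foxo knockout cells from the Rip-cre libraries it ranked 1, with a log2 fold change of 3.41 (standard error 0.49, adjusted p = 0.29). Over all 15 libraries it ranked 7 of 11255 genes in wild-type cells (log2 fold change 3.55, standard error 0.59, adjusted p = 0.03). It ranked 1 in Foxo knockout cells over the same libraries (log2 fold change 3.75, standard error 0.41, adjusted p = 0.001). Averaged over genotypes it again ranked 1. The wild-type comparison has too few libraries for an exact test to pass 0.05, since 2 libraries against 3 allow no p below 0.1. In Foxo knockout cells, 5 ALDH+ libraries against 5 ALDH- libraries gave the smallest two-sided exact permutation p that they allow, 0.00794. The difference between genotypes in the *Aldh1a3* response was 0.17 on the log2 scale (exact permutation test, two-sided p = 0.83).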

First, we analysed differences in the levels of individual transcripts expressed in ALDH^+^ versus ALDH^−^ cells of wild-type mice. 

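Over the Rip-cre libraries, 17 genes differed between wild-type ALDH+ and ALDH- cells at an adjusted p below 0.05 (limma), 7 higher and 10 lower in ALDH+ cells. Without adjustment, 1516 of the 11110 genes tested had a p under 0.05. Over all libraries, in which the wild-type Pdx-cre pair adds 1 ALDH- and 1 ALDH+ library, 127 genes passed the threshold, 53 higher and 74 lower in ALDH+ cells. All 127 had the same sign within Rip-cre and within Pdx-cre libraries. They were chosen for a difference over these same libraries together, so the shared sign was largely fixed in advance. Fitting the compared groups only, with the spread estimated from them alone, moved the count most, to 325 over the Rip-cre libraries and 427 over all libraries. Over the Rip-cre libraries, that spread came only from the 2 wild-type ALDH- libraries, since the single ALDH+ library adds none. Their correlation, 0.958, was the highest within any group, so the larger count rests on 1 pair of closely alike libraries. In the opposite direction, a correction called length trend removed, which takes out the dependence of each fold change on transcript length, left 2 genes and 1 gene respectively. Over all libraries, 0 genes passed with no cre driver in the model (1135 at an unadjusted p under 0.05), and 0 without any one of the 3 wild-type ALDH- libraries. A replicate block on equal replicate numbers, the alternative set in advance, left 10 genes over all libraries, but in the wild type the number 2 joins a Rip-cre ALDH- with a Pdx-cre ALDH+ library. A replicate block within cre driver, chosen after the data had been seen, pairs the Pdx-cre libraries with each other and left 18 genes, with 1 wild-type ALDH- library unpaired. This pairing is taken from the labels. In Foxo knockout Rip-cre cells the mean correlation of same-numbered libraries, after removing group means, was 0.06, and 3 pairs are too few to show whether the pairing is real. With a single wild-type ALDH+ library, the block could not be fitted over the Rip-cre libraries. Of the genes in Supplementary Table 1, 624 passed the expression filter. Their direction over the Rip-cre libraries was that of the table for 621. Among the 624, 550 had an unadjusted p under 0.05 and 11 an adjusted p under 0.05. The paper chose these genes for their difference in the same libraries, so the direction and the low p-values were largely fixed in advance. The 5 genes with the smallest p-values among those higher in wild-type ALDH+ cells over all libraries were *Pnn*, *Pclo*, *Eml5*, *Aldh1a3* and *Snora30*, with log2 fold changes between 1.19 and 7.80 and adjusted p-values between 0.027 and 0.036. *Snora30* was 0 in most libraries, so its value rests on few fragments. The 5 leading genes lower in ALDH+ cells were *Vps36*, *Gnb2*, *Rpl13a*, *Fis1* and *Rpl18*, with log2 fold changes between -1.96 and -1.11 and adjusted p-values in the same range.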

Using *P*<0.05 adjusted for multiple comparisons as threshold, we found 671 differentially expressed transcripts. A complete list is shown in Supplementary Table 1 and a curated sub-list in Supplementary Table 2. The transcripts fell into three broad categories: terminal differentiation of β cells, mitochondrial oxidative phosphorylation and ribosomal subunits. ALDH^+^ cells were depleted of transcripts encoding insulin, IAPP, Cpe, transthyretin, as well as other pancreatic hormones commonly found at low levels in β cells^31^, and were enriched in transcripts encoding markers of uncommitted endocrine progenitors, such as Pax6, Rfx6, Rfx7, Mlxipl, as well as transcription factors associated with progenitor cell differentiation, such as Ncor, Hic1 and Bach2. 

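Insulin could not be compared over the wild-type Rip-cre libraries, since the *Ins1* estimate was marked as too deep in all 15 libraries, and that of *Ins2* in 3 of them, among them both wild-type Rip-cre ALDH- libraries. *Iapp* was at 106000 and 125100 FPKM in the wild-type Rip-cre ALDH- libraries and at 33200 FPKM in the ALDH+ library. Its log2 fold change was -1.77 (standard error 0.99, limma). With 1 ALDH+ library and a spread taken from the other groups, the test cannot decide whether this difference exceeds that between wild-type libraries. The largest move among the alternatives set in advance came with length trend removed, where the log2 fold change of *Iapp* was -1.05. *Ttr* (transthyretin) had a log2 fold change of -1.08 (standard error 0.40, adjusted p = 0.28) and *Cpe* of -0.39 (standard error 0.41, adjusted p = 0.74). Among the other hormones, *Pyy* fell by 2.55 (adjusted p = 0.16), *Ppy* fell by 2.34 (adjusted p = 0.086) and *Gcg* fell by 1.32 (adjusted p = 0.53) on the log2 scale. Of the progenitor markers, *Mlxipl* had the largest log2 fold change, 2.18 (standard error 0.41, adjusted p = 0.086), from 38.3 and 36.8 FPKM in ALDH- cells to 171 FPKM in ALDH+ cells. *Rfx7* had a log2 fold change of 1.01 (adjusted p = 0.33), *Rfx6* of 0.87 (adjusted p = 0.16) and *Pax6* of 0.68 (adjusted p = 0.33). The *Ncor1* value was 0.89 (standard error 0.27, adjusted p = 0.18). *Hic1* stayed at or below 1.10 FPKM in every library and was not tested, while *Hic2*, the gene in Supplementary Table 2, had a log2 fold change of 1.47 (standard error 0.67, adjusted p = 0.38). *Bach2* was at 0.335 and 0.00970 FPKM in the ALDH- libraries and 2.69 FPKM in the ALDH+ library, below the expression filter.
The Pdx-cre pair had *Ins2* at 319701 FPKM in ALDH- cells and 272317 FPKM in ALDH+ cells, and *Iapp* at 81980 FPKM in ALDH- cells and 69600 FPKM in ALDH+ cells. *Mlxipl* in this pair was at 16.4 and 35.2 FPKM, *Pax6* at 79.1 and 114.5 FPKM, and *Bach2* at 0.184 and 0.0376 FPKM, with the ALDH- library given first. Over all libraries, the log2 fold changes in wild-type cells kept their sign for *Iapp* (-1.14, adjusted p = 0.48), *Cpe* (-0.29), *Ttr* (-1.13, adjusted p = 0.33), *Gcg* (-1.59), *Ppy* (-2.02, adjusted p = 0.21) and *Pyy* (-2.09, adjusted p = 0.28). *Pax6* (0.56), *Rfx6* (0.56), *Rfx7* (0.73), *Mlxipl* (1.63, adjusted p = 0.09) and *Ncor1* (0.69) also kept theirs, and none passed an adjusted p of 0.05. *Hic2* was at 1.78 FPKM in the Pdx-cre ALDH- library and 0.576 FPKM in the ALDH+ library, the opposite order to the Rip-cre libraries, and its log2 fold change over all libraries was 0.45 (adjusted p = 0.83). Averaged over genotypes, *Ppy* fell by 2.08 (adjusted p = 0.014) and *Pyy* fell by 2.06 (adjusted p = 0.032) on the log2 scale, while *Mlxipl* had a log2 fold change of 1.38 (adjusted p = 0.0092). In Foxo knockouts, the log2 fold change was -1.15 for *Ppy* and -0.85 for *Pyy* over the Rip-cre libraries, against -2.14 and -2.03 over all libraries. The knockout side of these averages therefore leans on the Pdx-cre libraries. Pdx-cre ALDH- libraries held more of both transcripts (*Ppy* 1098 to 8978 FPKM, against 206 to 777 FPKM in Rip-cre).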

Next, there was a striking decrease of selected mitochondrial components: ∼30% of complex I NADH dehydrogenase subunits (13 of 41), complex IV cytochrome C oxidase subunits (8 of 25), and complex V F_1_ ATP synthase subunits (15 of 54) were substantially decreased. In addition, ∼30% of genes (28 of 92) encoding ribosomal 40S and 60S subunits were coordinately decreased (Supplementary Tables 1 and 2). 

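Over the Rip-cre libraries, 41 genes of complex I, 21 of complex IV and 39 of complex V, grouped as in Supplementary Table 2, passed the expression filter. They were found by symbol, which also takes in assembly factors such as *Ndufaf1* and *Cox10*. In wild-type ALDH+ cells, 2 genes of complex I, 1 of complex IV and 0 of complex V were lower at an adjusted p below 0.05 (limma). A negative log2 fold change was seen for 38 of 41, 16 of 21 and 36 of 39 genes. The median log2 fold change was -1.15 for complex I, -0.91 for complex IV and -0.69 for complex V. Set against all other genes with limma's camera test, which assumes an inter-gene correlation of 0.01, the adjusted p was 2.6e-16, 1.1e-06 and 1.2e-09 (two-sided). Genes of a complex are not independent replicates, so the median over each complex was also compared library by library. Across both genotypes of the Rip-cre set, 4 ALDH+ against 5 ALDH- libraries, the two-sided exact permutation p was 0.0159 for complex I, 0.0159 for complex IV and 0.00794 for complex V, the last being the smallest possible. All 13 complex I, 8 complex IV and 15 complex V genes listed in Supplementary Table 2 were lower over the Rip-cre libraries. Their median log2 fold changes were -1.61, -1.39 and -0.86. The paper chose these genes as decreased in the same libraries, so their direction and their larger medians follow from that choice.
In the wild-type Pdx-cre pair, the complex I median on the log2(FPKM + 1) scale was 6.58 in ALDH- cells and 5.72 in ALDH+ cells. The complex IV median was 7.19 and 6.95, and that of complex V 7.42 and 6.90. Over all libraries, 6 genes of complex I, 2 of complex IV and 3 of complex V were lower in wild-type ALDH+ cells at an adjusted p below 0.05, and the median log2 fold changes were -0.90, -0.83 and -0.60. With 2 wild-type ALDH+ libraries against 3, no exact p below 0.1 is possible, and the values were 0.1, 0.2 and 0.1. Permuted within genotype over all 15 libraries, the exact two-sided p was 0.00278, 0.0139 and 0.00317. The setting that moved the medians most was length trend removed, with -0.52, -0.28 and -0.46 over the Rip-cre libraries and no gene of the 3 complexes past the threshold. Fitting the compared groups only, added for these counts after the data had been seen, gave 17, 8 and 9 genes lower over the Rip-cre libraries and equal numbers over all libraries. Over the Rip-cre libraries, the spread in that setting came from the 2 wild-type ALDH- libraries alone. With no cre driver in the model, also added later, 0 genes passed over all libraries, with 26, 10 and 17 lower at an unadjusted p under 0.05.

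**Figure D2:**
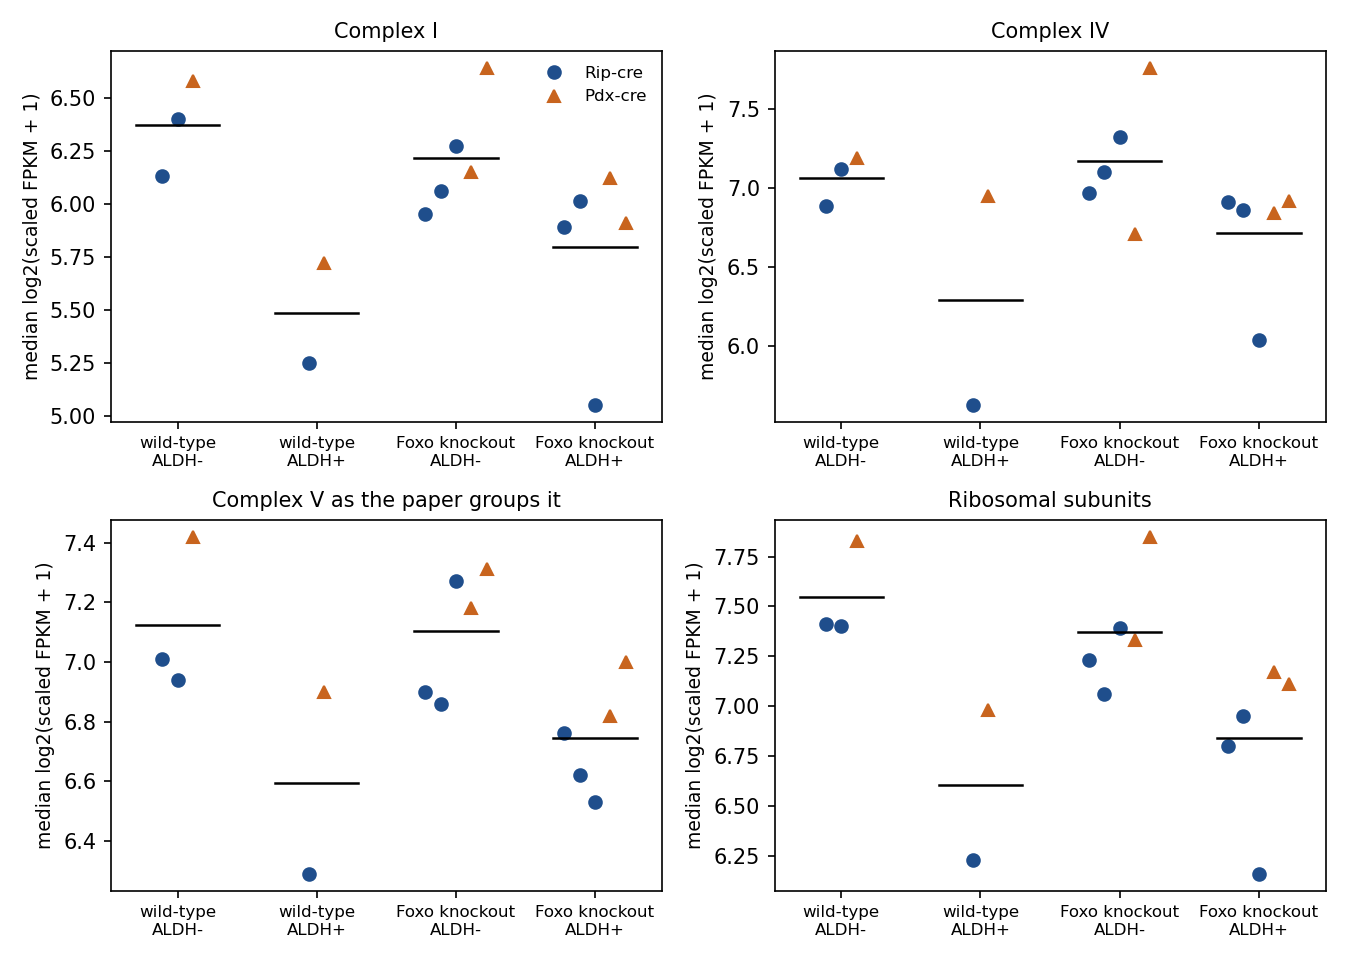
Median over the genes of complex I, complex IV, complex V and the ribosomal subunits of log2(rescaled FPKM + 1), on the vertical axes, in each of the 15 libraries by genotype and ALDH population. Circles are Rip-cre and triangles Pdx-cre libraries, and black lines are group means; both wild-type ALDH+ libraries (5.25 and 5.72) lie below the 3 wild-type ALDH- libraries (6.13 to 6.58) for complex I, while for complex IV the wild-type Pdx-cre ALDH+ library (6.95) lies above 1 ALDH- library (6.89). The group differences kept their sign under each scaling that was tried.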

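Of the genes with symbols of ribosomal 40S and 60S subunits, 83 passed the expression filter over the Rip-cre libraries, and 82 of these had a negative log2 fold change in wild-type ALDH+ cells. The only one lower at an adjusted p below 0.05 was *Rps19bp1* (log2 fold change -2.64, adjusted p = 0.0373), which encodes a binding protein rather than a subunit. Of the other 82 genes, 0 passed and 73 were lower at an unadjusted p under 0.05, with a median of -1.25. With *Rps19bp1* included, the median log2 fold change was -1.26 (camera, two-sided adjusted p = 1.5e-33 against all other genes). The median over these genes on the log2(FPKM + 1) scale was 7.41 and 7.40 in the wild-type Rip-cre ALDH- libraries and 6.23 in the ALDH+ library. Across both genotypes of the Rip-cre set, each of the 4 ALDH+ libraries was below all 5 ALDH- libraries (exact permutation test, two-sided p = 0.00794, the smallest possible). Supplementary Table 2 lists 28 genes under this heading, of which 27 were lower and 27 had an unadjusted p under 0.05, a result largely fixed by the choice of these genes in the same libraries. The remaining one, *Rps6kb2*, which encodes a ribosomal S6 kinase rather than a subunit, was higher in ALDH+ cells, the direction given in that table (log2 fold change 1.84, standard error 0.46, adjusted p = 0.12). The wild-type Pdx-cre libraries had medians of 7.83 in ALDH- cells and 6.98 in ALDH+ cells. Over all libraries, all 83 genes had a negative log2 fold change in wild-type cells, 22 passed the threshold, and the median was -1.03. Permuted within genotype, the exact two-sided p was 0.00119. With the length trend removed, the median was -0.58 over the Rip-cre libraries and -0.50 over all libraries, and 0 genes passed the threshold in either set. Fitting the compared groups only, added for this count after the data had been seen, gave 53 genes lower over the Rip-cre libraries and 54 over all libraries. The spread of that Rip-cre fit came from the 2 wild-type ALDH- libraries alone. With no cre driver in the model, also added later, 0 passed over all libraries, with 63 lower at an unadjusted p under 0.05.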

Interestingly, 6 of the top 12 differentially expressed transcripts were long noncoding RNAs that have been associated with β-cell dysfunction: Malat1, Neat1, Meg3, Peg3, Sngh11 and Kcnq1ot1 (refs 32, 33). These highly abundant transcripts increased from 2.5- to 12-fold in ALDH^+^ cells (Supplementary Table 2).

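Ranked by p-value over the Rip-cre libraries, the wild-type comparison placed *Meg3* at rank 23, *Malat1* at 29, *Snhg11* at 55, *Neat1* at 91, *Peg3* at 138 and *Kcnq1ot1* at 271. None of the 6 passed an adjusted p of 0.05. The smallest adjusted p was 0.061 for *Meg3*, followed by 0.071 for *Malat1*. Over all libraries, the ranks were 41, 18, 69, 31, 256 and 122 in the same order of genes. There, 5 of the 6 passed the threshold, with adjusted p-values between 0.036 and 0.048, and *Peg3* did not (adjusted p = 0.085). None of the 6 passed with no cre driver in the model or without any one of the wild-type ALDH- libraries. Averaged over genotypes, *Neat1* ranked 9 and *Malat1* ranked 13.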

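*Malat1* was at 513.8 and 229.9 FPKM in the wild-type Rip-cre ALDH- libraries and at 4371 FPKM in the ALDH+ library, a 12.9-fold difference (log2 fold change 3.69, standard error 0.65). The fold differences over the same libraries were 13.7 for *Snhg11*, 11.6 for *Meg3*, 7.3 for *Neat1*, 4.1 for *Kcnq1ot1* and 2.6 for *Peg3*. In the Pdx-cre pair, *Malat1* was at 760.8 FPKM in ALDH- cells and 4047 FPKM in ALDH+ cells. *Snhg11* in this pair was at 3.04 and 18.5 FPKM, *Meg3* at 34.3 and 140.0 FPKM, *Neat1* at 79.6 and 270.5 FPKM, *Kcnq1ot1* at 0.801 and 3.47 FPKM and *Peg3* at 111.3 and 195.9 FPKM. Over all libraries, the fold differences were 9.3 for *Malat1*, 9.4 for *Snhg11*, 7.7 for *Meg3*, 5.6 for *Neat1*, 3.3 for *Kcnq1ot1* and 2.1 for *Peg3*. All 7 ALDH+ libraries were above all 8 ALDH- libraries for *Malat1*, *Neat1* and *Meg3* (exact permutation within genotype, two-sided p = 0.000397, the smallest possible). The exact p in the same test was 0.00119 for *Kcnq1ot1*, 0.00198 for *Peg3* and 0.00278 for *Snhg11*. Removing the length trend moved *Kcnq1ot1* most, to a log2 fold change of 0.66 over the Rip-cre libraries.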

We used the ‘upstream regulator analysis' function of the Ingenuity Analysis program to identify contributors to the phenotype of ALDH^+^ cells based on coordinated changes affecting their downstream effectors and regardless of whether the regulator's own expression levels changed. *Z*-scores were used to predict activation or inhibition of individual networks^8^. This analysis confirmed that the main differences between ALDH^+^ and ALDH^−^ cells could be subsumed under mitochondrial oxidative phosphorylation and revealed a strong potential activation of the RICTOR branch of mTOR signalling. 

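The comparison of ALDH+ with ALDH- cells was repeated in Foxo knockouts. Over the Rip-cre libraries, 0 genes passed an adjusted p of 0.05 (limma), and 983 of 11110 had an unadjusted p under 0.05. Over all libraries, *Aldh1a3* and *Rps6kb2* passed, with 1457 of 11255 genes at an unadjusted p under 0.05. With the replicate block, in which the labels' replicate numbers were taken as pairs, the counts were 1 over the Rip-cre libraries and 2 over all libraries. The mean correlation of same-numbered libraries was 0.06 in Rip-cre and 0.21 in Pdx-cre knockouts, over 3 and 2 pairs. Over the Rip-cre libraries, the median log2 fold change was -0.40 for complex I, -0.36 for complex IV, -0.30 for complex V and -0.50 for ribosomal subunits. Over all libraries, these medians were -0.39, -0.39, -0.29 and -0.49, and 0 genes of the 4 families passed the threshold. Camera, with genes as the unit, gave adjusted p-values of 8.6e-09, 3.4e-06, 1.9e-08 and 1.8e-29 over all libraries. Compared library by library over all Foxo knockout libraries, 5 against 5, the family medians gave two-sided exact permutation p-values of 0.0556, 0.0952, 0.0317 and 0.0238. That test did not use the replicate numbers as pairs. Taken by number, the complex I, complex V and ribosomal medians were lower in the ALDH+ library of every pair. For complex I the fall was small in replicates 1 (5.95 to 5.89), 2 (6.06 to 6.01) and 4 (6.15 to 6.12). It was larger in replicates 3 (6.27 to 5.05) and 5 (6.64 to 5.91). ALDH+ replicate 3 and ALDH- replicate 5 also stood apart from their groups on other measures, so the complex I fall in knockouts leans on them. The complex IV median was lower in all pairs but replicate 4 (6.71 in ALDH- and 6.84 in ALDH+ cells). In the Pdx-cre knockouts, the ribosomal median on the log2(FPKM + 1) scale was 7.33 and 7.85 in ALDH- cells and 7.17 and 7.11 in ALDH+ cells. The complex I median of these libraries was 6.15 and 6.64 in ALDH- cells and 6.12 and 5.91 in ALDH+ cells. *Malat1* in the same libraries was at 1300 and 298.4 FPKM in ALDH- cells and 2379 and 3347 FPKM in ALDH+ cells. The change in Foxo knockouts minus the change in wild-type cells was 0.46 for the complex I median, 0.32 for complex IV, 0.17 for complex V and 0.41 for ribosomal subunits. Exact two-sided p-values for these differences between genotypes were 0.242, 0.599, 0.531 and 0.335, and no gene passed the threshold in a test of the same difference across all genes (475 at an unadjusted p under 0.05). Camera, which treats genes as the unit, gave adjusted p-values of 5.5e-10, 0.0031, 1.3e-05 and 1.7e-17 for the same difference. Without wild-type ALDH+ replicate 1, the differences of the medians were 0.22, -0.34, -0.14 and 0.03. Without replicate 2 they were 0.69, 0.97, 0.48 and 0.78. The sign for complex IV and complex V therefore depends on a single library. Of the 127 genes past the threshold in wild-type cells over all libraries, 121 changed in the same direction in Foxo knockouts. These genes were chosen for a large change in wild-type cells, so a smaller change in knockouts is partly built into the comparison. Over all 11255 genes, 65.7% changed in the same direction. From the pathways shared by both genotypes, the paper concludes that ALDH+ cells of wild-type and knockout mice differ mainly in degree and not in kind. The Ingenuity pathway scores themselves were not analysed here.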

Importantly, the same top five pathways were altered in ALDH^+^ cells isolated from wild-type and triple Foxo knockout mice, confirming that most differences between wild-type and Foxo-deficient ALDH^+^ cells are of a quantitative, rather than qualitative nature (Table 2).

Transcription factor network analyses indicated that ALDH^+^ cells have stem/progenitor cell properties, based on the combination of activated GATA, Wnt, Nanog and Neurog3 (ref. 34) and decreased Foxo and Notch signalling (Table 3 and Supplementary Table 3). Of note was also the marked inhibition of two master regulators of mitochondrial biogenesis and function, NFE2L2 and NRF1. NRF1 activates expression of EIF2A1 as well as genes required for mitochondrial biogenesis, function and mitochondrial DNA transcription^35^. The inhibition of NRF1 is consistent with the decrease of Tfam and Eif2 signalling in ALDH^+^ cells (Supplementary Table 3). NFE2L2 is involved in NRF2-mediated oxidative stress and unfolded protein response^36^.

This analysis also indicated activation of RICTOR (mTORC2) signalling. RICTOR promotes β-cell growth and insulin secretion^37^. However, other features of ALDH^+^ cells suggest that the activation of RICTOR is compensatory in nature. For example, ATF4-mediated signalling is inhibited, thus leading to decreased unfolded protein response and apoptotic signalling in response to endoplasmic reticulum stress. There are impairments in insulin and IGF1 receptor signalling, as well as inhibition of the transcriptional network overseen by nuclear receptor NR4A3, which is required for β-cell growth (Supplementary Table 3)^38^. The decrease in insulin/IGF receptor signalling is consistent with the homeostatic role of Foxo in these pathways, such that low Foxo would be expected to result in impaired insulin/IGF receptor signalling^39^. In addition, the mild activation of Src and EGF receptor signalling observed in ALDH^+^ cells suggests that cells are shifting from a fully differentiated phenotype maintained through insulin receptor/Foxo signalling, to a less differentiated phenotype dependent on oncogene signalling with features of progenitor cells (Supplementary Table 3).

Two other features of ALDH^+^ cells deserve mention: the decrease in estrogen receptor signalling, and activation of inflammation pathways, including NFKB1, MYD88, TICAM1, IFRD1, TLR7, CXCL12 and IL6 (Supplementary Table 3).

### Comparing wild-type and Foxo knockout ALDH^+^ cells

Next, we compared ALDH^+^ cells from wild-type and triple Foxo-deficient mice. The rationale was threefold: first, although ALDH1A3 expression is a marker of reduced Foxo activity, Foxo is *not* absent in the majority of these cells, and complete Foxo ablation may exacerbate their phenotype; second, it may reduce heterogeneity of ALDH^+^ cells; and third, because Foxo-deficient mice develop a MODY-like form of diabetes, this comparison might reveal qualitative differences between ALDH^+^ cells isolated from euglycemic versus diabetic animals. One can hypothesize that complete genetic ablation of Foxo mimics the final stages in the progression of the fate of ALDH^+^ cells and that, by analysing differences between wild-type and Foxo-deficient ALDH^+^ cells, it's possible to identify genes that mark the mechanistic progression to an advanced phase of cellular failure, or a tipping point towards dedifferentiation (Fig. 5b).

When we compared transcriptomes of wild-type versus triple Foxo knockout ALDH^+^ cells, we found few differentially expressed genes, as predicted (A partial list is in Table 4 and a complete list in Supplementary Table 4). 

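Over the Rip-cre libraries, 5 genes differed between Foxo knockout and wild-type ALDH+ cells at an adjusted p below 0.05 (limma), out of 11110 tested, and 915 had an unadjusted p under 0.05. *Rps19bp1* was higher in knockout cells, and *Mir686*, *Snora2b*, *Snora30* and *Snora34* were lower. The last 4 are short transcripts read by few fragments. Wild-type ALDH+ cells gave a single Rip-cre library, so no exact test of 3 libraries against 1 can pass 0.05 and the spread came from the other groups. Over all libraries, which add wild-type replicate 2 and knockout replicates 4 and 5 of the Pdx-cre mice, 0 genes passed the threshold and 724 of 11255 had an unadjusted p under 0.05. The replicate block, with replicate numbers taken from the labels, gave 4 genes over all libraries and could not be fitted over the Rip-cre libraries. Between genotypes an equal number joins different mice, and the number 2 joins different cre drivers, so this is not a paired comparison. Same-numbered Foxo knockout libraries had a mean correlation of 0.06 within Rip-cre and 0.21 within Pdx-cre. With no filter on expression, which moved the counts most, 261 genes passed over the Rip-cre libraries and 33 over all libraries. *Foxo1* was at 19.6 FPKM in the wild-type Rip-cre ALDH+ library and at 2.47, 1.15 and 3.44 FPKM in the knockout ALDH+ libraries, and its log2 fold change was -2.64 (standard error 0.47, adjusted p = 0.16). In Pdx-cre ALDH+ libraries, *Foxo1* was at 12.0 FPKM in wild-type cells and 0.523 and 1.98 FPKM in knockout cells. Over all libraries its log2 fold change was -2.63 (standard error 0.48, adjusted p = 0.19), and all 5 knockout libraries were below both wild-type libraries. The paper sets the small number of differences beside a spontaneous loss of Foxo in diabetes, citing earlier studies, and beside a restraint of ALDH1A3 by Foxo, citing Fig. 3a.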

The dearth of differences between wild-type and Foxo-deficient ALDH^+^ cells is wholly consistent with the concept that in diabetes there is a ‘spontaneous' loss of Foxo^6^,^7^,^8^, and that Foxo normally restrains ALDH1A3 expression (Fig. 3a). Nonetheless, these genes indicated potential pathogenic processes unfolding in failing β cells. A striking aspect of the gene expression profile of Foxo-deficient ALDH^+^ cells is the decrease in Cyb5r3. This gene encodes cytochrome b5 reductase isoform 3, one of four b5 reductase subunits (r1 through 4). 

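*Cyb5r3* lies on chromosome 15 from 82983931 to 83002638 in the authors' coordinates, whose build is not stated. It was expressed at 290.6 FPKM in the wild-type Rip-cre ALDH+ library and at 91.4, 110.3 and 80.6 FPKM in the 3 Rip-cre Foxo knockout ALDH+ libraries. The log2 fold change was -1.58 (standard error 0.36, adjusted p = 0.28, limma). In the Pdx-cre libraries, ALDH+ cells had 339.9 FPKM in the wild type and 183.5 and 282.8 FPKM in the knockouts, a smaller difference. Over all libraries the log2 fold change was -1.11 (standard error 0.35, adjusted p = 0.65). The same comparison in ALDH- cells gave -1.30 (standard error 0.31, adjusted p = 0.31). There, the Rip-cre libraries had 338.8 and 318.6 FPKM in wild-type cells and 78.2, 138.4 and 70.9 FPKM in knockout cells. The Pdx-cre ALDH- libraries had 345.7 FPKM in wild-type cells and 217.9 and 356.3 FPKM in knockout cells. The difference between the ALDH+ and the ALDH- comparison was 0.19 on the log2 scale (standard error 0.47), less than its error.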

Its expression is regulated by Foxo and Nrf, consistent with our findings^40^. Cyb5r3 has a membrane-bound and a soluble form, the latter of which is restricted to erythrocytes. It utilizes NADH and NADPH to synthesize long-chain FAs, and it's also required for mitochondrial complex III function. Cyb5r3-deficient cells show decreased NAD^+^/NADH ratios, mitochondrial respiration rate, ATP production and mitochondrial electron transport^40^. Notably, knockout of the related isoform Cyb5r4 causes early-onset β-cell failure in mice independent of peripheral insulin sensitivity^41^.

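*Elovl6* was at 8.67 FPKM in the wild-type Rip-cre ALDH+ library and at 12.0, 12.6 and 9.37 FPKM in the Rip-cre Foxo knockout ALDH+ libraries, a log2 fold change of 0.38 (standard error 0.41, adjusted p = 0.84, limma). Table 4 lists *Elovl7*, which was at 7.71 FPKM in the wild-type library and at 1.47, 0.527 and 0.167 FPKM in the knockout libraries, a log2 fold change of -2.38 (standard error 0.55, adjusted p = 0.28). *Ndor1* had a log2 fold change of -1.03 (standard error 0.52, adjusted p = 0.65). *Cyp27b1* was at 9.85 FPKM in the wild-type Rip-cre ALDH+ library and at 0.0439, 0.281 and 0.148 FPKM in the knockout libraries, a log2 fold change of -3.20 (standard error 0.52, adjusted p = 0.11). A pseudocount of 0.1 moved the log2 fold change of *Cyp27b1* most among the alternatives set in advance, to -5.34. The Pdx-cre ALDH+ libraries, in the order wild type, knockout replicate 4 and knockout replicate 5, had *Elovl6* at 7.45, 9.56 and 7.42 FPKM. In the same order, *Elovl7* was at 2.76, 1.42 and 1.36 FPKM and *Cyp27b1* at 0.423, 0 and 0.0427 FPKM. Over all libraries, the log2 fold change was 0.24 (adjusted p = 0.94) for *Elovl6*, -1.53 (adjusted p = 0.61) for *Elovl7* and -0.91 (adjusted p = 0.68) for *Ndor1*, and *Cyp27b1* was below the expression filter.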

Other interesting genes that are specifically altered in Foxo-deficient ALDH^+^ cells include: *Elovl6*, *Ndor* and *Cyp27b1*. *Elovl6* is a long chain fatty acid elongase that has an important role in liver^42^. 

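In ALDH- cells, the log2 fold change between Foxo knockout and wild-type cells over all libraries was 0.27 for *Elovl6* (adjusted p = 0.98), -0.64 for *Elovl7* (adjusted p = 0.93) and -1.30 for *Cyb5r3* (adjusted p = 0.31). Between ALDH+ and ALDH- cells of the wild-type Rip-cre libraries it was -0.09 for *Elovl6* (standard error 0.44), 1.29 for *Elovl7* (standard error 0.58) and -0.15 for *Cyb5r3* (standard error 0.38). Over all libraries these wild-type values were 0.26, 0.53 and -0.27, so the sign for *Elovl6* was not the same in both sets.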

In β cells, its expression pattern mirrors Cyb5r3, and can potentially act in concert with the latter to synthesize long-chain FA. Similarly, the NAPDH-dependent oxidoreductase *Ndor*, whose expression levels track closely those of Foxo in ALDH^+^ cells, could be involved in mitochondrial processes related to Cyb5r3. 

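*Ndor1* in wild-type Rip-cre cells was at 2.92 and 6.51 FPKM in the ALDH- libraries and at 15.3 FPKM in the ALDH+ library, a log2 fold change of 1.61 (standard error 0.55, adjusted p = 0.24, limma). Rip-cre Foxo knockout ALDH+ libraries had 6.58, 4.39 and 10.5 FPKM. The Pdx-cre libraries had 4.77 FPKM in wild-type ALDH- cells, 9.50 FPKM in wild-type ALDH+ cells and 5.56 and 4.79 FPKM in Foxo knockout ALDH+ cells. Over all libraries, both wild-type ALDH+ values were above 4 of the 5 knockout ALDH+ values, with 1 knockout library (10.5 FPKM) between them. In the same comparison of wild-type ALDH+ with ALDH- cells, *Foxo1* had a log2 fold change of 0.12 over the Rip-cre libraries (standard error 0.49) and -0.10 over all libraries (standard error 0.52). *Foxo3* had a log2 fold change of 0.22 between knockout and wild-type ALDH+ cells of the Rip-cre libraries (adjusted p = 0.92) and *Foxo4* was below the expression filter.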

Cyp27b1 is required for the synthesis of 1,25-OH vitamin D3, and evidence suggests that it participates in β-cell dysfunction in diabetes^43^. Finally, there were two transcripts that showed opposite changes in wild-type versus Foxo-deficient ALDH^+^ cells: the lncRNA Peg3, a parentally imprinted transcript whose methylation correlates with human islet function^44^, and Bach2, a transcription factor that has been implicated in type 1 diabetes susceptibility^45^,^46^, as well as β-cell stress^47^ (Table 4 and Supplementary Table 5).

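*Peg3* was at 182.2 and 156.6 FPKM in the wild-type Rip-cre ALDH- libraries and at 438.8 FPKM in the ALDH+ library, a log2 fold change of 1.40 (standard error 0.32, adjusted p = 0.11, limma). In Rip-cre Foxo knockouts, *Peg3* was at 193.2, 127.9 and 146.1 FPKM in ALDH- cells and at 220.8, 206.2 and 306.7 FPKM in ALDH+ cells, a log2 fold change of 0.68 (standard error 0.21, adjusted p = 0.52). Between knockout and wild-type ALDH+ cells the log2 fold change was -0.82 (standard error 0.30, adjusted p = 0.53). The Pdx-cre libraries had 111.3 FPKM in wild-type ALDH- cells and 195.9 FPKM in wild-type ALDH+ cells. Pdx-cre knockouts had 187.8 and 80.8 FPKM in ALDH- cells and 179.4 and 168.5 FPKM in ALDH+ cells. Over all libraries, ALDH+ cells differed from ALDH- cells by a log2 fold change of 1.07 in the wild type and 0.61 in knockouts, both upward, and knockout ALDH+ cells differed from wild-type ALDH+ cells by -0.50 (adjusted p = 0.82). *Bach2* was at 2.69 FPKM in the wild-type Rip-cre ALDH+ library and at 0.103, 0.30 and 0.0710 FPKM in the knockout ALDH+ libraries. In the Pdx-cre ALDH+ libraries *Bach2* was at 0.0376 FPKM in wild-type cells and at 0.0705 and 0.0463 FPKM in knockout cells. Its highest value in ALDH- cells was 1.15 FPKM, in Foxo knockout replicate 5. *Bach2* was below the expression filter in both sets of libraries and was not tested.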

## Discussion

The key finding of this work is the identification of a subpopulation of ALDH^+^ islet β cells. Based on their impaired insulin secretory properties and transcriptional signature, we propose that ALDH^+^ cells are failing β cells. They show conjoined features of the two cardinal processes bookending β-cell failure: mitochondrial dysfunction^8^ and progenitor-like features^7^. We propose the following model (Fig. 5b): when β cells are subject to increased demand for insulin production, they increase cellular metabolism and substrate flux through mitochondria. Foxo is activated to maintain normal oxidative function and prevent cellular overwork^6^,^7^. The tradeoff of increased Foxo function is increased Foxo degradation^6^, leading to eventual loss of the protein. As Foxo levels decline, ALDH1A3 is activated; thus, elevated levels of ALDH1A3 are a harbinger of β-cell failure. In the progression of the cellular pathology, mitochondrial complex I, IV and V functions are impaired, leading to reduced ATP production, stalling of protein translation and reactivation of genes that sustain a cellular progenitor program. When Foxo levels reach their nadir (a situation phenocopied by genetic knockout of Foxo), a further subset of genes becomes altered, including Cyb5r3, Elovl6 and Bach2 (Fig. 5b). We propose that these genes have a pathogenic role in β-cell dedifferentiation. Further studies to test their involvement in this process are underway, with the expectation that they are key mediators of progression of β-cell failure, and with the ultimate goal of developing therapeutic approaches to ameliorate β-cell dysfunction based on this model.

The role of ALDH1A3 in β-cell failure will have to be determined through further studies. In oncology, there is no consensus on whether ALDH1A3 is a marker or a pathogenic factor in cancer progression^18^. Our data indicate that ALDH1A3 overexpression does not untowardly affect β-cell function, but these experiments don't capture the complexity of the potential roles of ALDH1A3 in β-cell failure. For example, ALDH1A3 could promote mitochondrial dysfunction-the paramount feature of ALDH^+^ cells-by activating RAR/RXR signalling via RA production. This can result in increased Pparα function, a feature of metabolically inflexible β cells^8^. This effect may require a specific duration or additional contributors, and would have gone undetected in the experiments carried out so far. To address this and other possibilities, we are generating appropriate models of loss- and gain-of-function.

A prominent aspect of the gene expression profile of ALDH^+^ cells is the extent of impairment of mitochondrial gene expression. In addition to decreased complex I, IV and V subunit expression, ablation of Foxo also causes a profound decrease of Cyb5r3. The latter is likely a Foxo target^40^. Cyb5r3 mutations in humans cause methemoglobinemia^40^. The membrane-bound form of Cyb5r3 localizes to mitochondria and endoplasmic reticulum, where it catalyses desaturation and elongation of fatty acids, as well as cholesterol biosynthesis. Cyb5r3 generates reducing equivalents NAD^+^ and NADP^+^, and utilizes malonyl CoA and NADPH to make 18:1, 20:1 and 18:0 fatty acids in ratios of 65:20:15. Cyb5r3-deficient cells have decreased NAD^+^/NADH ratios, mitochondrial respiration, ATP production and mitochondrial electron transport. This results in higher oxidative stress and senescence^40^.

Cyb5r3 is a striking candidate as a β-cell failure gene. One can envision that in the context of already impaired mitochondrial complex I, IV and V function in ALDH^+^ cells, the drop in Cyb5r3 would result in the additional loss of NADH and NADPH reductase activity at the level of complex III, decreasing levels of reduced cytochrome B and C. This may lead to a drop in NAD+ levels to the point where glycolysis is effectively stalled for lack of reducing equivalents. Consistent with this idea, knockout of the related isoform, Cyb5r4, in mice causes early-onset β-cell failure independent of peripheral insulin sensitivity^41^. In yeast, the Cyb5r3 ortholog NQR1 extends lifespan in a Sirt1-dependent manner and increases oxidative metabolism^48^. Mitochondrial Cyb5r3 activity is increased by calorie restriction^48^ (a condition in which β cells oxidize more FA) and decreased by exposure to elevated glucose levels^49^.

In addition to its role in complex III function, Cyb5r3 could prevent β-cell failure through its role in fatty acid synthesis, effectively shunting away excess fatty acyl-CoA from mitochondria. This would be achieved in part through activation of the peroxisome proliferator-activated receptor (Ppar) program, an interesting feature consistent with the paradoxical increase of Pparγ function in metabolically inflexible β cells^8^. A decrease of Cyb5r3 levels can lead to fatty acid accumulation in the oxidative pathway, and worsen mitochondrial stress through formation of peroxides or other superoxide products^50^. In this regard, it should be noted that another gene specifically affected by Foxo knockout in ALDH^+^ cells is Elovl6, whose function to increase long-chain fatty acid synthesis complements that of Cyb5r3. While isolated knockout of Elovl6 has no apparent detrimental effect in β cells^51^, it remains to be seen whether this is also true in the context of the failing β cell and in the absence (or deficiency) of Cyb5r3.

An additional interesting candidate emerging from the analysis of Foxo-deficient ALDH^+^ cells is Bach2. It increases in wild-type ALDH^+^ cells, but decreases in Foxo knockout ALDH^+^ cells (Fig. 5b). Our interpretation of these data is that Bach2 is induced by Foxo when the latter undergoes nuclear translocation^6^,^7^, and decreases as Foxo is cleared from β cells. A transcriptional repressor first identified as a lineage selector of B-lymphocytes^52^, Bach2 has emerged as a genetic susceptibility locus in genome-wide association studies of human type 1 diabetes^45^,^46^, and has been found to protect β cells from apoptosis and oxidative stress^47^. In addition, its ability to regulate differentiation in the haematopoietic lineage^52^ raises the question of whether it has similar effects in endocrine cells, a hypothesis consistent with Bach2's ability to drive transcription from Maf sites, which are known to confer β-cell transcriptional features^12^,^53^.

ALDH^+^ cells are strikingly enriched in selected lncRNAs: 6 of the 12 top differentially expressed transcripts belong to this category. At least three of these transcripts have previously been linked to human β-cell dysfunction: Malat1, Meg3 and Kcnq1ot1. Malat1 is encoded in an enhancer cluster associated with β-cell-specific transcription factors^54^. Meg3 is part of an imprinted locus that confers susceptibility to type 1 diabetes^55^ and includes the atypical Notch ligand Dlk1, a negative regulator of adipocyte differentiation, as well as another gene, Rtl1, whose transcripts are also among the top enriched mRNAs in ALDH^+^ cells (Supplementary Table 1)^33^. Finally, Kcn1qot1 is part of an imprinted locus that includes IGF2 and the Beckwith-Wiedemann locus^32^ and has been linked to type 2 diabetes susceptibility^56^. We don't know the targets, let alone the functional consequences, of these changes in the lncRNA profile of ALDH^+^ cells, but we envision them to herald epigenetic changes leading to dedifferentiation.

In sum, the present work advances our understanding of β-cell failure and provides a series of testable targets to explain mechanisms of progression from impaired insulin secretion to cellular dysfunction and dedifferentiation.

## Methods

### Animal experiments

We performed genotyping as described^57^,^58^. Mice were maintained on a *mixed* 129J-C57BL/6 background. We derived control genotypes from the same litters. Owing to the complexity of genotyping the five mutant alleles (three Foxo alleles, Rosa26-Tomato and Rip-cre), we used different combinations of Foxo1, 3 and 4 floxed mice without Rip-cre transgene or Rip-cre mice (Jax Stock #003573) without Foxo floxed alleles as controls^59^. These mice were indistinguishable from *mixed* 129J-C57BL/6 mice in all metabolic tests. All mice were fed normal chow and maintained on a 12-hour light–dark cycle (lights on at 7:00AM). Sample size calculations were based on the variance observed in prior experiments^8^,^60^. The Columbia University Institutional Animal Care and Utilization Committee approved all experiments.

### Cell lines

We used the mouse insulinoma cell line MIN6, obtained from American Type Culture Collection, and previously characterized for its ability to secrete insulin^6^.

### RNA profiling

We performed RNA-sequencing using Illumina library preparation, Illumina 2000/2500 sequencing instrument, and standard bioinformatics. We determined differential expression by statistical testing based on negative binomial distribution using `DESeq' package of the R software. We visualized transcript reads with Integrative Genome Viewer (Broad Institute), and performed pathway analyses with Ingenuity Pathway Analysis (Ingenuity Systems).

### Fluorescence-activated cell sorting

We isolated islets by collagenase digestion from 6-month-old *Rip-cre Foxo1,3a,4*^*lox/lox*^;*RFP (ROSA-Tomato)* and *Rip-cre Foxo1,3a,4*^+/+^;*RFP* mice (10–20 animals per genotype). Briefly, after clamping the common bile duct at its entrance to the duodenum, we injected 3 ml of M199 medium containing 1 mg of collagenase P (Roche Molecular Biochemicals, Indianapolis, Ind.) per ml into the duct. We removed the pancreas and incubated it at 37 °C for 17 min. Thereafter, we added 30 ml of ice-cold M199 medium containing 10% newborn calf serum to stop the reaction. We dispersed the digested pancreata by pipetting and rinsed twice with 30 ml of the same medium. After filtering the tissue suspension through a Spectra-mesh (408 μm; Spectrum Laboratories, Inc.), we resuspended the digested tissue in 10 ml of Histopaque and overlaid it with 10 ml of M199 medium. We centrifuged the sample at 1,700*g* for 20 min, and collected the islets from the interface^61^. We dispersed the islets using tryspin digestion, washed twice with cold M199 medium, and incubated cells with the fluorescent ALDH substrate BODIPY-aminoacetaldehyde (aldeflour) for 1 h before flow cytometry. Thereafter, cells were applied to a BD Influx sorter and analysed with a BD LSRII instrument. We gated cells for RFP (red) and aldefluor (green) fluorescence, yielding RFP^−^ALDH^−^ (GFP_FITC, PE TR subset 2), RFP^+^ALDH^−^ (GFP_FITC, PE TR subset) and RFP^+^ALDH^+^ cells (GFP_FITC, PE TR subset 1). We obtained three sub-populations: RFP^−^ALDH^−^ (non-β cells), RFP^+^ALDH^−^ (β cells) and RFP^+^ALDH^+^ (ALDH-positive β cells).

### Immunoblot and immunohistochemistry

We performed immunoblotting and immunohistochemistry as previously described^7^. We used the following antibodies: rabbit primary antibodies to FoxO1 (Santa Cruz, 1:100, Cell Signaling), Somatostatin (DAKO, 1:2000), Aldh1a3 (Novus, 1:100), Neurog3 (Beta Cell Biology Consortium, 1:100) and MafA (Bethyl, 1:200); guinea pig primary antibodies to Insulin (DAKO, 1:2000) and Glucagon (DAKO, 1:1000) and Pdx1 (Millipore, 1:100); sheep primary antibody to Somatostatin (Novus, 1:200); goat primary antibodies to Pancreatic Polypeptide (Novus 1:500), Somatostatin (Chemicon, 1:250), Nkx6.1 (Santa Cruz, 1:100) and L-Myc (R&D, 1:100); and mouse primary antibodies to Aldh1a3 (LSBio, 1:100) and Glucagon (Sigma, 1:500; ref. 57).

### Mitochondrial function

We used the XF24-3 respirometer (Seahorse Bioscience) with 24-well plates. We used the F_1_F_0_ ATP synthase inhibitor oligomycin to assess uncoupling, carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP) to estimate maximum respiration, and rotenone to measure non-mitochondrial respiration^62^.

### RNA measurements

We used standard techniques for mRNA isolation and quantitative PCR. PCR primer sequences have been published^7^.

### Statistical analyses and general methods

Sample sizes were estimated from expected effect size based on previous experiments. No randomization or blinding was used. We present data as means±s.e.m. We used two-tailed Student's *t*-test, one-way analysis of variance (ANOVA) or two-way ANOVA for data analysis, and the customary threshold of *P*<0.05 to declare statistically significant differences.

### Data availability

The RNA sequencing data that support the findings of this study have been deposited in the NCBI Gene Expression Omnibus as GSE78966.

## Additional information

**How to cite this article:** Kim-Muller, J.Y. *et al*. Aldehyde dehydrogenase 1a3 defines a subset of failing pancreatic β cells in diabetic mice. *Nat. Commun.* 7:12631 doi: 10.1038/ncomms12631 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-2, Supplementary Tables 1-5

## Figures and Tables

**Figure 1:**
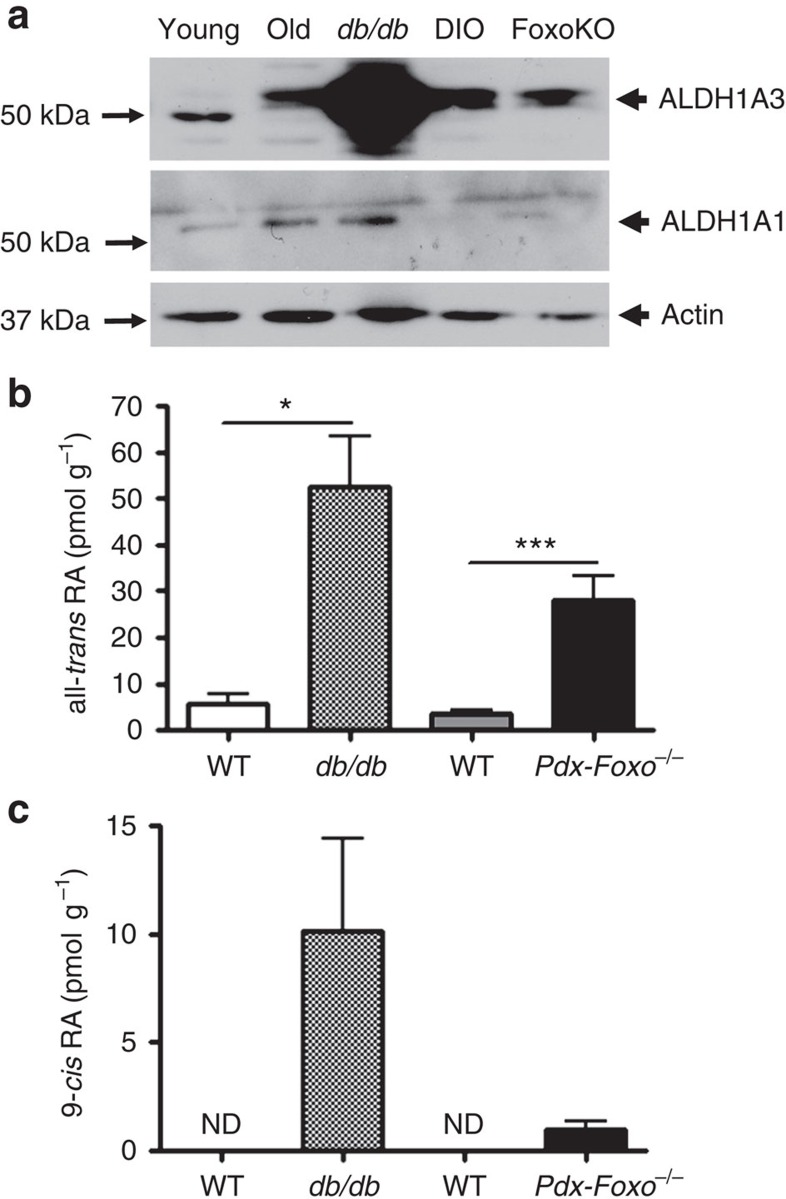
Increased levels and activity of ALDH1A3 in diabetic mice. (**a**) Western blot of ALDH1A3 in islets isolated from different models of wild-type and diabetic mice. The lower molecular weight band in young (3-month-old) mice is a non-specific band commonly observed with Aldh1a3 immunodetection. (**b**,**c**) All-*trans* (**b**) and 9-*cis* retinoic acid (**c**) in whole pancreas of control and diabetic mice. Shaded bars: *db/db* mice and their wild-type controls. Filled bars: Pdx-cre Foxo knockout mice and their wild-type controls (*n*=5 for each group). One asterisk indicates *P*<0.05 by one-way ANOVA. Error bars indicate s.e.m.

**Figure 2:**
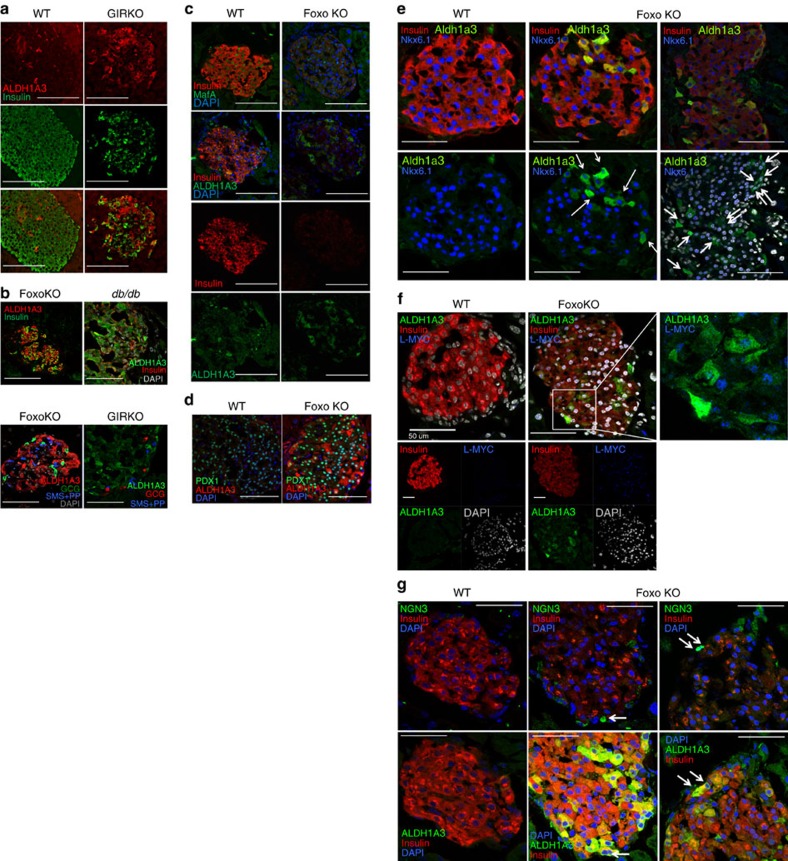
Localization of ALDH1A3 in mouse islets. (**a**) ALDH1A3 immunoreactivity in islets from normal and diabetic GIRKO mice. (**b**) Co-immunostaining of ALDH1A3 and insulin or glucagon, somatostatin (Sms), and Pp in *db/db, GIRKO,* and Pdx1-cre-driven Foxo knockout mice. (**c**–**e**) Co-immunostaining of ALDH1A3 with MafA (**c**), Pdx1 (**d**), or Nkx6.1 (**e**). ALDH^+^/Nkx6.1^−^ cells are indicated by the white arrows. MafA/ALDH1A3 (**c**) immunohistochemistry was performed on consecutive sections, whereas Pdx1/ALDH1A3 and NKX6.1/ALDH1A3 immunohistochemistry was performed on the same section. (**f**,**g**) Co-immunohistochemistry of ALDH1A3 with progenitor cell markers, L-myc (**f**) and neurogenin3 (**g**). ALDH1A3+/ Neurog3^+^ cells are indicated by the white arrows. Neurog3/ALDH1a3 immunohistochemistry was performed on consecutive sections. To better assess Neurog3/ALDH1A3-positive cells, we provide two representative sections from Foxo knockout mice. Scale bar, 100 μM in (**a**,**c**), scale bar, 50 μM in (**d**–**g**). In (**b**) left panel scale bar, 100 μM, right panel scale bar, 50 μM. DAPI, 4,6-diamidino-2-phenylindole.

**Figure 3:**
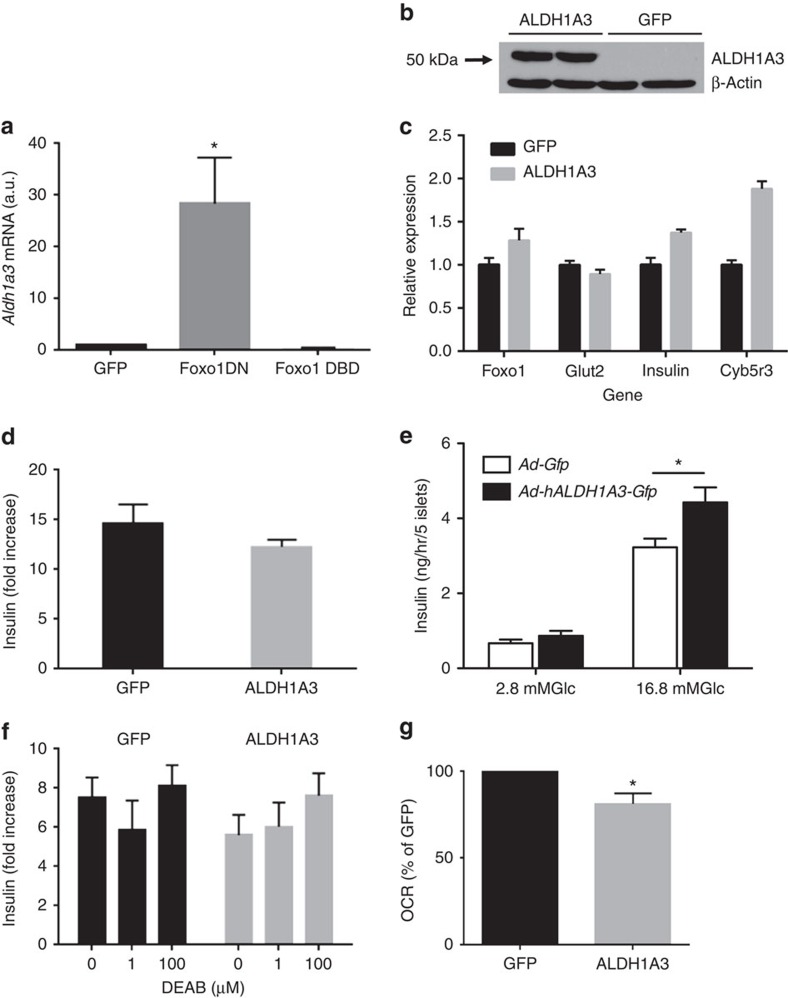
ALDH gain-of-function in β cells. (**a**) Effect of Foxo1 overexpression on *Aldh1a3* mRNA in Min6 cells. Foxo-DN is a truncated mutant that is unable to drive gene expression and competes with endogenous Foxo for DNA binding. Foxo- DNA-binding deficient (DBD) is a mutant unable to bind the Foxo response element, but can still function as a coregulator of gene expression^28^. (**b**) Western blot analysis of ALDH1A3 levels following lentiviral transduction in MIN6 cells. (**c**) Gene expression in Min6 cells stably expressing GFP or ALDH1a3. (**d**) Insulin secretion expressed as fold-increase from 5 to 20 mM glucose in MIN6 cells expressing either GFP or ALDH1A3 (*n*=8). (**e**) Insulin secretion in MIN6 cells stably transfected with ALDH1A3 (*n*=3). (**f**) Insulin secretion (expressed as in panel **d**) in islets isolated from *db/db* mice and their wild-type controls following treatment with the ALDH inhibitor N,N-diethylaminobenzaldehyde (DEAB) at the doses indicated (*n*=4). Each experiment was performed with pooled islets from 5 mice per genotype. (**g**) Area under the curve of oxygen consumption rates measured in Min6 cells stably expressing either GFP or ALDH1A3 (*n*=4 per group). One asterisk indicates *P*<0.05 by one-way ANOVA. Error bars indicate s.e.m.

**Figure 4:**
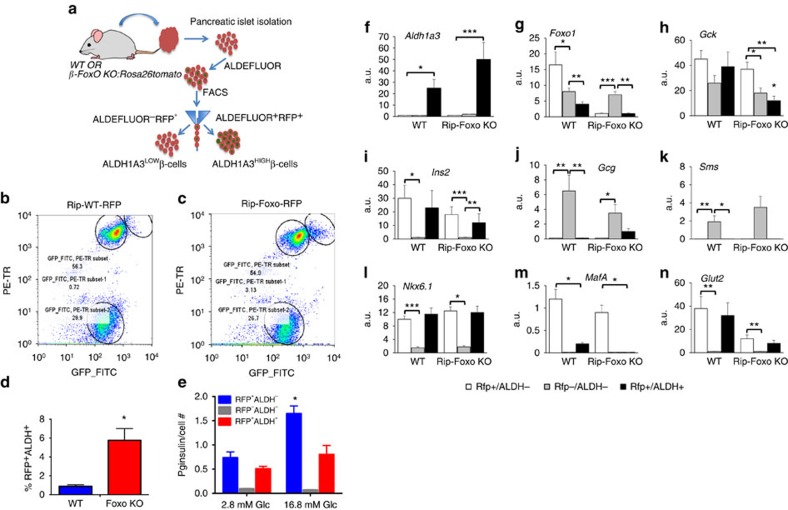
Isolation and characterization of ALDH^+^ cells. (**a**) Enrichment procedure to isolate ALDH-expressing islet cells. β cells are labelled red by Rip-cre-activated Tomato. Cells are incubated with aldefluor, and selected for tomato and aldefluor, yielding ALDH^−^ (low) and ALDH^+^ (high) cells. (**b**,**c**) Experimental validation. Islets from 6-month-old β-cell-specific (Rip-cre) Foxo knockouts and littermate controls were sorted as described. The different circles denote the three cell populations used in further studies: RFP^−^ALDH^−^, RFP^+^ALDH^−^ and RFP^+^ALDH^+^. (**d**) Quantification of RFP^+^ALDH^+^ cells in repeated sorts (*n*=5) of wild-type and Rip-Foxo knockout animals. (**e**), Insulin secretion in RFP^−^ALDH^−^ (GFP_FITC, PE TR subset 2), RFP^+^ALDH^−^ (GFP_FITC, PE TR subset), and RFP^+^ALDH^+^ (GFP_FITC, PE TR subset 1) cells isolated from wild-type mice (*n*=3). (**f**–**n**) Quantitative PCR analysis of selected transcripts in the different fractions isolated from islet cell preparations. One asterisk indicates *P*<0.05 by one-way ANOVA. Error bars indicate s.e.m.

**Figure 5:**
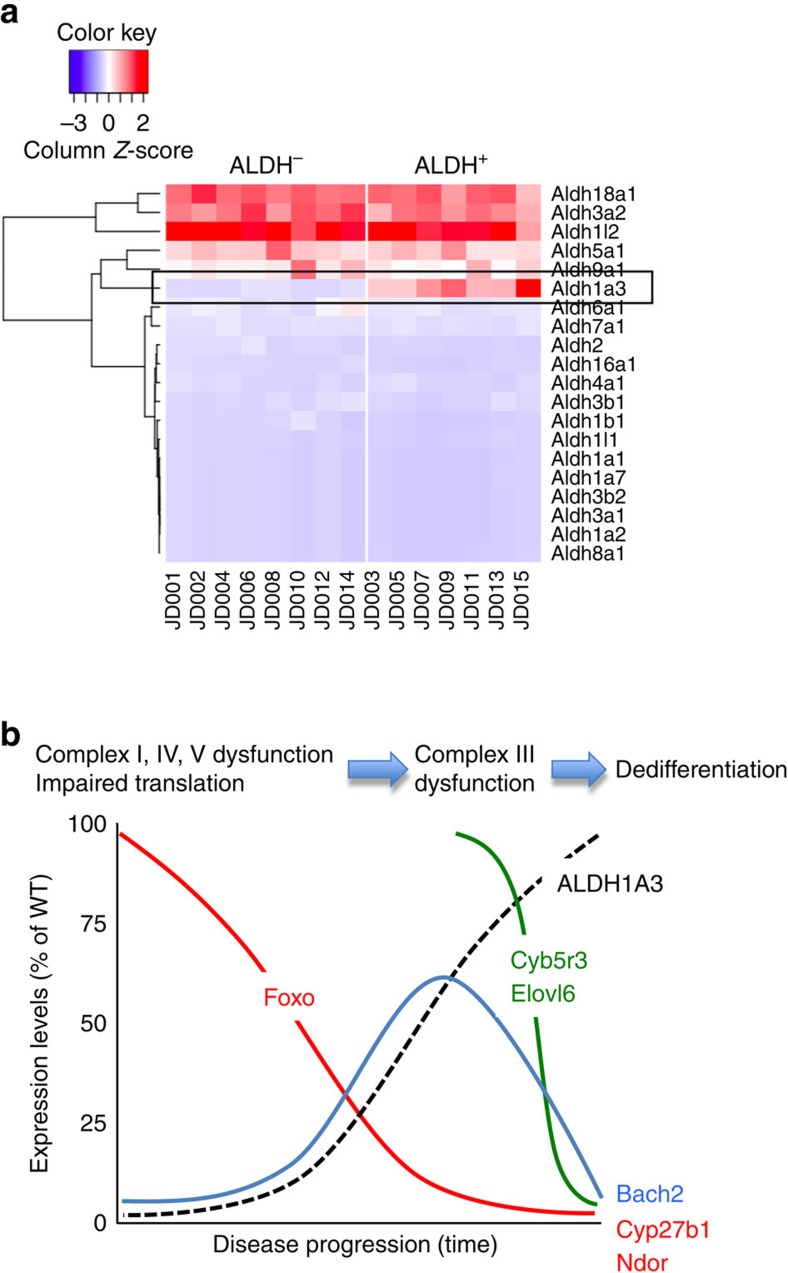
Comprehensive analysis of ALDH isoform expression in flow-sorted ALDH^+^ and ALDH^−^ cells. (**a**) Data from RNA sequencing of all ALDH transcripts are represented as column *Z*-scores, with red indicating high expression and blue indicating low expression. Each row represents a different ALDH isoform, and each column an individual sample used for analysis. RFP^+^ALDH^−^: JD001 through JD014, and RFP^+^ALDH^+^: JD003 through JD015. Aldh1a3 is boxed for reference. (**b**) Model of the relationship between changes in Foxo levels and gene expression signature of ALDH^+^ cells.

**Table 1:** Comparison of the top ten transcripts in two models of Foxo knockout β cells.

**β-cell-specific triple FoxO knockout (Rip-cre)**				**Pan-pancreatic triple FoxO knockout (Pdx-cre)**			
Gene symbol	RefSeq	*P*	Fold change	Gene symbol	RefSeq	*P*	Fold change
Serpina7	NM_177920	0.0057	6.10	Serpina7	NM_177920	0.005	11.23
Rsl1	NM_001013769	0.0645	4.99	Penk	NM_001013769	1.45 × 10^−5^	9.24
Tcea1	NM_011541	0.0804	4.72	Aldh1a3	NM_053080	5.18 × 10^−7^	5.59
Ly96	NM_016923	0.0210	3.54	Aass	NM_013930	0.0008	5.29
Asb11	NM_026853	0.0011	2.93	Rsl1	NM_001013769	0.0645	4.63
Tc2n	NM_001082976	0.0428	2.91	Fabp3	NM_010174	0.0070	3.49
Aldh1a3	NM_053080	5.18 × 10^−7^	2.87	Zfp423	NM_033327	5.70 × 10^−6^	3.40
Fabp3	NM_010174	0.0070	2.70	Ly96	NM_016923	0.0210	3.39
Bet1	NM_009748	0.0558	2.69	Asb11	NM_026853	0.0011	3.36
Naa38	NM_133939	0.04334	2.68	Tmed6	NM_025458	0.0097	3.29

List of the 10 most overexpressed genes from RNA sequencing analysis of β cells isolated from β-cell-specific and pan-pancreatic Foxo triple Foxo knockouts compared with their relevant wild-type controls.

**Table 2:** Pathway analysis of RNA sequencing in wild-type and Foxo knockout β cells.

	***P***
Wild-type ALDH^−^ versus ALDH^+^	
Oxidative phosphorylation	8.58E^−27^
Mitochondrial dysfunction	1.02E^−23^
EIF2 signalling	1.31E^−15^
mTOR signalling	1.81E^−10^
Regulation of eIF4 and p70S6K signalling	7.17E^−10^
	
Foxo knockout ALDH^−^ versus ALDH^+^	
EIF2 signalling	6.88E^−08^
Oxidative phosphorylation	1.29E^−07^
Mitochondrial dysfunction	2.14E^−06^
Regulation of eIF4 and p70S6K signalling	1.05E^−04^
mTOR signalling	3.78E^−04^

The table summarizes top pathways from transcriptome analysis of ALDH^−^ versus ALDH^+^ cells.

**Table 3:** Progenitor-like features of ALDH^+^ cells.

**Transcription factor**	***Z*****-score**	***P***
GATA4	2.607	1.00 × 10^−1^
GATA6	2.111	1.00 × 10^−1^
NKX6.1	1.969	2.68 × 10^−2^
PDX1	1.575	2.11 × 10^−6^
NANOG	1.508	1.62 × 10^−2^
GLIS3	1.384	8.57 × 10^−4^
CTNNB1	1.366	2.66 × 10^−2^
HNF1A	1.028	1.39 × 10^−2^
NEUROD1	0.741	4.70 × 10^−4^
NEUROG3	0.791	1.38 × 10^−4^
RBPJ	−2.130	1.00 × 10^−1^
FOXO1	−1.811	4.91 × 10^−3^
FOXO3	−1.400	2.92 × 10^−3^
FOXO4	−0.640	1.87 × 10^−2^
HNF4A	−1.212	1.39 × 10^−2^
NKX2.2	−1.000	2.65 × 10^−4^

*Z*-score analysis of transcriptional networks involved in pancreas development in ALDH^+^ cells.

**Table 4:** Top 25 differentially expressed transcripts in ALDH^+^ cells from wild-type and Foxo knockout mice.

**Gene**	**Wild-type**	**Foxo knockout**	**Fold Change**	**Log**_**2**_ **fold change**	***P***	**Adjusted** ***P***
Foxo1	1005.01	131.37	0.13	−2.94	2.23E-11	3.47E-07
Cyb5r3	5076.01	1742.73	0.34	−1.54	8.29E-09	6.46E-05
Cyp27b1	206.80	4.83	0.02	−5.42	5.10E-07	0.002649712
Elovl7	384.62	38.27	0.10	−3.33	1.46E-06	0.005684329
Hip1r	1463.56	467.44	0.32	−1.65	2.98E-06	0.009288892
Bach2	211.79	11.73	0.06	−4.17	2.45E-05	0.052959279
Ctsl	2272.77	5237.71	2.30	1.20	3.39E-05	0.052959279
Etl4	1573.45	590.80	0.38	−1.41	3.21E-05	0.052959279
Muc4	3932.14	763.76	0.19	−2.36	3.32E-05	0.052959279
Ptprt	753.26	181.42	0.24	−2.05	2.71E-05	0.052959279
Dnahc17	112.89	1.32	0.01	−6.41	3.87E-05	0.054903167
Spp1	3933.14	1896.47	0.48	−1.05	0.000104638	0.136037989
Gpc6	72.93	0.00	0.00	NA	0.000119737	0.14369393
Cxcl13	71.93	0.00	0.00	NA	0.000135081	0.150528447
Prnd	93.91	1.06	0.01	−6.47	0.000149671	0.155667934
2010015L04Rik	249.75	32.76	0.13	−2.93	0.000188906	0.173360099
Ncam1	2471.57	1148.98	0.46	−1.11	0.000183578	0.173360099
Jam2	437.57	97.38	0.22	−2.17	0.000207049	0.179454216
Galntl4	316.69	53.81	0.17	−2.56	0.000328609	0.269822705
D0H4S114	613.40	190.91	0.31	−1.68	0.000492415	0.351638321
Hcn1	76.92	0.60	0.01	−7.01	0.000495868	0.351638321
Nog	61.94	0.00	0.00	NA	0.000451442	0.351638321
Cox6b1	229.77	695.81	3.03	1.60	0.000553818	0.362501015
Krba1	424.58	108.79	0.26	−1.96	0.000565259	0.362501015

NA, not applicable.

This table lists a subset of genes differentially expressed between wild-type and triple Foxo-deficient ALDH^+^ cells, arranged by *P* value.

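Of the 24 genes of Table 4, 23 were compared within each cre driver, as the mean log2(FPKM + 1) of Foxo knockout ALDH+ libraries minus that of the wild-type ALDH+ library. The remaining gene, *Etl4*, had a failed estimate in 1 knockout ALDH- library and was left out. In ALDH+ cells *Etl4* was at 21.4 FPKM in the wild type and 7.49, 7.57 and 5.96 FPKM in knockouts among the Rip-cre libraries, and at 7.64 FPKM against 3.94 and 4.36 FPKM among the Pdx-cre libraries. Table 4 gives 21 of the 23 as lower in knockout cells. Against the Rip-cre wild-type library, all 21 were lower, with a median log2 difference of -1.77. The paper chose these genes with that same library, so this result was largely fixed in advance, and a smaller difference in the Pdx-cre libraries is partly built in. Against the Pdx-cre wild-type library, 14 of the 21 were lower, with a median of -0.31. *Foxo1* was lower by about the same amount in both (-2.64 in Rip-cre and -2.63 in Pdx-cre), as was *Muc4* (-2.51 and -1.99). *Ctsl* (1.17 and 0.96) and *Cox6b1* (1.55 and 0.46) were higher in both. A mean FPKM of at least 1 was reached by 16 of the 23 genes. Each cre driver has 1 wild-type ALDH+ library, so the spread between wild-type ALDH+ libraries cannot be estimated within either driver. The limma test over the Rip-cre libraries took its spread from the groups with more than 1 library. It therefore cannot show whether the Rip-cre wild-type library is itself unusual. The Pdx-cre difference was not tested separately.

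**Figure D3:**
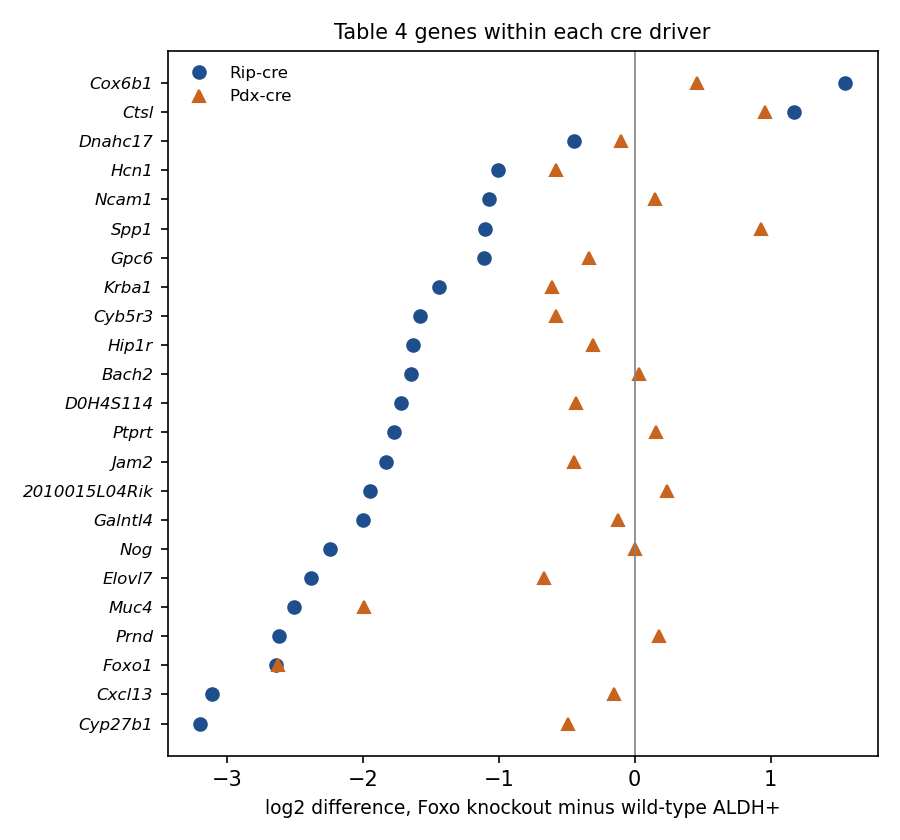
Difference in log2(rescaled FPKM + 1) between Foxo knockout and wild-type ALDH+ cells, on the horizontal axis, for 23 of the 24 genes of Table 4, within Rip-cre libraries (circles, 3 knockout against 1 wild-type) and Pdx-cre libraries (triangles, 2 against 1). All 21 genes that Table 4 gives as lower lie left of 0 for Rip-cre (median -1.77), and 14 of them for Pdx-cre (median -0.31).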

# Supplementary material for: Aldehyde dehydrogenase 1a3 defines a subset of failing pancreatic β cells in diabetic mice
**Source:** Nat Commun. 2016 Aug 30;7:12631. doi: 10.1038/ncomms12631
**Supplement:** Supplementary Information — Supplementary Figures 1-2, Supplementary Tables 1-5

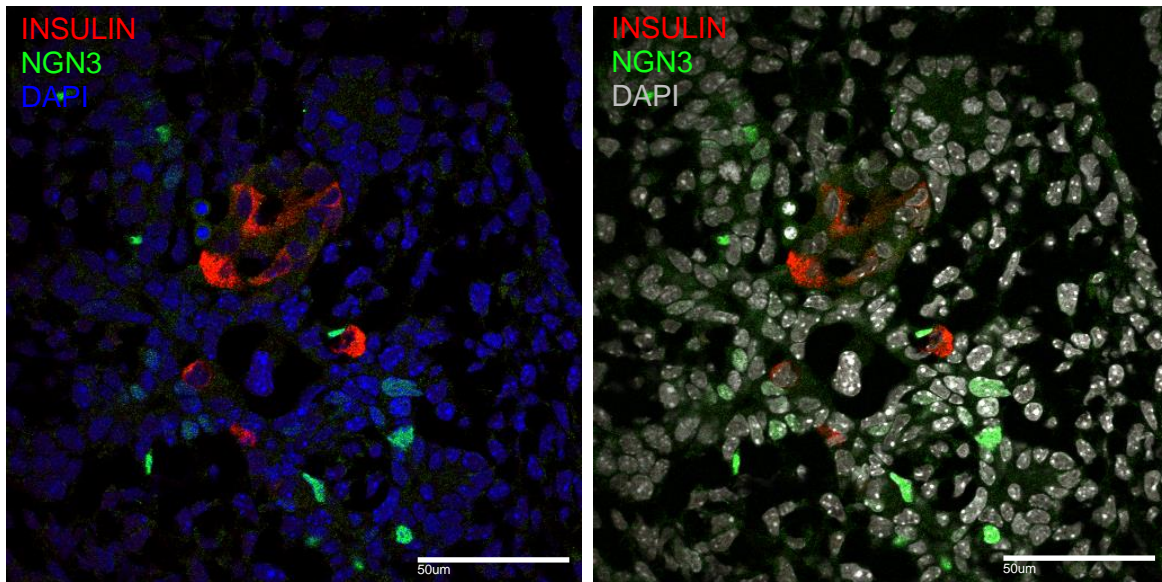

**Supplementary Figure 1. Neurogenin3 localization in mouse E12.5 pancreas.** Neurogenin3 immunohistochemistry in E12.5 mouse embryos.

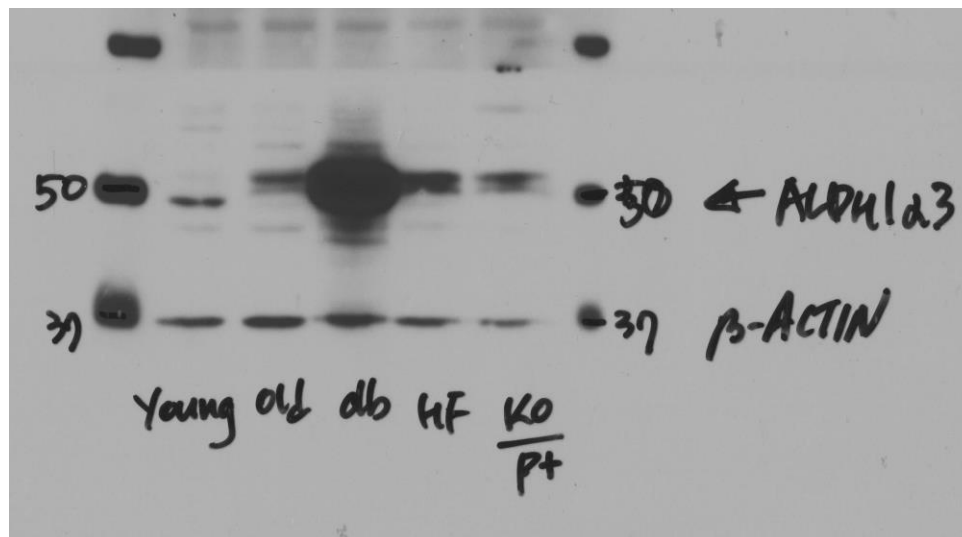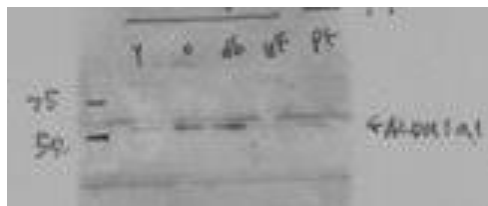

**Supplementary Figure 2.** Original Western Blots for Figure 1a.

**Supplementary Table 1 Complete list of differentially expressed transcripts in wild-type ALDH<sup>-</sup> vs.****ALDH<sup>+</sup> cells**

This table lists a complete set of genes differentially expressed between ALDH<sup>-</sup> and ALDH<sup>+</sup> cells, arranged by p-value.

**Supplementary Table 2 Curated list of differentially expressed transcripts in wild-type ALDH<sup>-</sup> vs.****ALDH<sup>+</sup> cells**

This table lists a subset of genes differentially expressed between ALDH<sup>-</sup> and ALDH<sup>+</sup> cells, arranged by functional category.

**Supplementary Table 3 Ingenuity analyses of differentially activated or suppressed functional networks in ALDH<sup>-</sup> vs. ALDH<sup>+</sup> cells isolated from wild-type mice**

A partial list of different Ingenuity Pathway analyses to identify trends in gene expression in the different islet cell types.

**Supplementary Table 4 List of differentially expressed transcripts in ALDH<sup>+</sup> cells from wild-type and****Foxo knockout mice**

This table lists all genes differentially expressed between wild-type and triple Foxo-deficient ALDH<sup>+</sup> cells, arranged by p-value

**Supplementary Table 5 Overview of key differential changes in transcript profile of wild-type and Foxo knockout ALDH<sup>+</sup> cells**

Category list of principal genes altered in ALDH<sup>+</sup> cells as a function of Foxo genotype. Upward arrows indicate genes with increased expression, downward arrows indicate genes with decreased expression. Arrows in the Foxo column indicate that the change is specific to Foxo knockout ALDH<sup>+</sup> cells.

How the deposited data were processed for this re-analysis (not part of the article)

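Sorted RFP+ cells of wild-type and Foxo knockout mice, split into ALDH+ and ALDH- populations, were sequenced in 15 libraries. The conditions were taken from the sample labels and from the legend of Fig. 5a: 3 wild-type ALDH-, 2 wild-type ALDH+, 5 Foxo knockout ALDH- and 5 Foxo knockout ALDH+ libraries. The labels give Rip-cre as the cre driver of 9 libraries and Pdx-cre of 6, and they describe the control mice as heterozygous where the paper calls them wild-type. The labels also name poly-A selection and TruSeq preparation. RFP- libraries were not analysed here, and neither were the quantitative PCR results and the Ingenuity pathway scores, for which no file was mapped.

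The authors deposited one gene table per library with FPKM values, in the column layout of Cufflinks, each with the lower and upper bound of its confidence interval. The aligner, the version of the quantifier, the genome build and the annotation are not stated by the authors. The coordinates in the tables do not match those of the GRCm38 reference, so positions are given as the tables give them. The authors tested differential expression with DESeq on read counts, which are not in these columns. The choices made before the data were examined had assumed counts and a count-based test, and limma on log2 values took its place once the tables proved to hold FPKM.

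Each table lists 23699 entries. Genes whose symbol is listed more than once (248 symbols on 712 lines) and genes with a failed or too-deep estimate in any library (63 lines) were left out, which left 22924 genes. *Ins1* and *Ins2* were among those left out. The number of fragments behind a value was worked out from the width of its confidence interval, taken as 2 standard errors of a Poisson count. Among values under 500 fragments, 66.5% lay within 0.02 of a whole number. The sum over genes was 7492220 to 10058043 fragments per library, with a median of 9281983. Genes marked as too deep add nothing to it, among them *Ins1* in every library, and *Ins2* and *Rn45s* in some. The smallest sum was that of wild-type ALDH- replicate 3, where *Rn45s* was too deep. The 10 most abundant genes held between 28.8% and 61.7% of the summed FPKM, with the low values in the libraries where the *Ins2* estimate was too deep to give. Pearson correlations of log2 values between libraries of one group were between 0.846 and 0.958, and no pair shared equal non-zero values (0%).

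Libraries were rescaled by an unweighted trimmed mean of M-values computed on FPKM (30% of M-values and 5% of A-values trimmed on each side), a pseudocount of 1 was added, and the log2 values were fitted with limma 3.58.1 in R 4.3.3 with a trend in the prior variance. A gene was tested when its mean rescaled FPKM was at least 1 over the libraries of the fit. For the Rip-cre libraries the model held the 4 groups, and 11110 genes were tested. For all 15 libraries it held the 4 groups and the cre driver, and 11255 genes were tested. There were 10 comparisons: ALDH+ against ALDH- cells in the wild type and in knockouts, and knockout against wild-type ALDH+ cells, each over both sets of libraries; over all libraries, also knockout against wild-type ALDH- cells, the average over genotypes, the genotype by ALDH interaction and the cre driver by ALDH interaction. All tests were two-sided, adjusted by the method of Benjamini and Hochberg within each comparison, with a threshold of 0.05.

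The genes named in the text are those that the paper names, the 20 *Aldh* genes, the genes of Table 4, and up to 5 genes with the smallest p-values in each direction among those past the threshold, a rule set in advance. Families were complex I, complex IV, complex V as Supplementary Table 2 groups it, and ribosomal 40S and 60S subunits, found by gene symbol. The symbol rules also take in genes that are not subunits, such as the assembly factors *Ndufaf1* and *Cox10* and the binding protein *Rps19bp1*. A family was set against all other tested genes with limma's camera test at an inter-gene correlation of 0.01. Because that test treats genes as the unit, the median over the family in each library was also compared by exact permutation of the libraries. Exact tests within genotype permuted the ALDH labels of 7 and 8 libraries inside each genotype, which gives 2520 arrangements and a smallest p of 0.000397. The replicate block joined libraries with equal replicate numbers, taken from the labels. In the wild type the number 2 joins libraries of different cre drivers, so a block on the order of the numbers within genotype and cre driver was also fitted.

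The procedures were tested on simulated data in which 200 genes were changed by 1.5 to 2 on the log2 scale. The simulated noise was the spread within the 4 groups over all 15 libraries, with differences between cre drivers left in. The shares recovered therefore need not hold for the real fits, least of all that of the Rip-cre libraries. In the wild-type comparison 9% of them were recovered with the Rip-cre libraries and 68.5% with all libraries, and in knockouts 68% and 89%. The average over genotypes recovered 94% with 12 false calls among 200 calls. A simulated family shifted down had a median log2 fold change of -0.328 and one left unchanged had 0.027. When a dependence on transcript length was added, 831 unchanged genes were called without a correction and 12 with the length trend removed. Transcript lengths implied by the FPKM tables were checked against annotated lengths, which were found for 90.5% of genes with a Spearman correlation of 0.86.

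The alternatives set in advance were median-of-ratios scaling, scaling by the sum without the 10 most abundant genes, no filter, an FPKM of at least 1 in every sample, a pseudocount of 0.1, the removal of the length trend with a loess curve of span 0.3, a fit of the compared groups only, the replicate block with and without the length trend removed, no cre driver in the model, and each library left out in turn. Added after the data had been seen were the FPKM values without rescaling, limma voom on the implied fragments, the replicate block within cre driver with and without the length trend removed, and, for the family counts, the fit of the compared groups only and no cre driver. Calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.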

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

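The tests on fragments behind short transcripts, on the same-numbered library, on *Iqgap2*, on the length trend of single libraries and on cell-type markers were chosen only after the result was seen; the tests on library depth and on other splits of the libraries were not. In 90 groups of 5 libraries (45 measures in each of 2 Foxo knockout populations), 10 had a library far from the other 4, where chance alone gives 4.5.

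Of these, 3 lie in Foxo knockout ALDH- replicate 5, a Pdx-cre library. *Eml5* was at 4.29 FPKM there and at 15.0 to 21.4 FPKM in the other 4 libraries of the group. *Foxo1* was at 0.0925 FPKM against 2.45 to 4.24 FPKM, and *Meg3* at 12.9 FPKM against 59.2 to 81.2 FPKM. ALDH- replicate 5 held 9281983 fragments, close to the 9497326 of replicate 3, which goes against a shallow library as the explanation. Replicate 2 had a smaller sum (8495735), but without *Ins2*, whose estimate was too deep there. The library's trend with transcript length was -0.16 (Spearman's rho), the lowest of its group. That value was measured against the other Pdx-cre library alone, so the RNA quality of the library cannot be ruled out. The other Pdx-cre library of the group did not stand apart on these genes. If mice were shared, a difference between mice, such as a more complete deletion, should also show in the same-numbered ALDH+ library. That library had *Foxo1* at 1.98, *Eml5* at 26.1 and *Meg3* at 126.4 FPKM, each inside the range of the other 4 ALDH+ knockout libraries, which goes against this explanation. Since it is not established that the libraries share mice, the explanation cannot be ruled out.

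Another 4 lie in Foxo knockout ALDH+ replicate 3, a Rip-cre library. *Iapp* was at 42500.0 FPKM there and at 87300 to 97400 FPKM in the others. *Rps6kb2* was at 24.8 FPKM against 14.1 to 15.3 FPKM. The median log2(FPKM + 1) was 5.05 against 5.89 to 6.12 for complex I and 6.04 against 6.84 to 6.92 for complex IV. Replicates 1 and 4, with 8430294 and 8508998 fragments, did not stand apart. The library itself held 8200298, the fewest of its group, so depth cannot be ruled out as part of the pattern. Its trend with transcript length was the strongest of its group (Spearman's rho 0.28, against 0.08 to 0.18 in the other 4), so the pattern cannot be told apart from the RNA quality of the library. All 4 measures moved in the direction in which wild-type ALDH+ replicate 1 differs from ALDH- cells.

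*Vps36* was at 14.8 FPKM in Foxo knockout ALDH- replicate 1 and at 9.72 to 10.6 FPKM in the other 4 libraries. It is the only measure that stands apart in that library, and no explanation was tested.

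*Mir686* and *Snora30* were above 0 in 1 of the 5 Foxo knockout ALDH+ libraries, replicate 5, at 88.2 and 136.0 FPKM. *Mir686* was also lower in Foxo knockout than in wild-type ALDH- cells, with a log2 fold change of -8.05 (adjusted p = 0.0143, limma; 0 in 5 of 5 knockout libraries and above 0 in 3 of 3 wild-type libraries), a comparison the paper does not report. *Snora30* was higher in wild-type ALDH+ than in ALDH- cells, with a log2 fold change of 7.79 (adjusted p = 0.0359; above 0 in 2 of 2 ALDH+ libraries and 0 in 3 of 3 ALDH- libraries). A candidate explanation is the division of a few fragments by the length of a very short transcript. The largest number of fragments implied in any library was 3.0 for *Mir686* and 3.0 for *Snora30*, so both results may come from counting noise.

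The response to ALDH status in Foxo knockouts differed between cre drivers for 2 genes. For *Snora2b* the difference was -6.58 on the log2 scale (adjusted p = 0.000101), with at most 1.0 fragment in any library, and it was above 0 in 3 libraries. For *Ghrl*, the ghrelin gene, the difference was 5.26 (adjusted p = 0.00213). *Ghrl* was above 0 in 6 of 15 libraries, reached 47.7 FPKM (153 fragments) in a Pdx-cre ALDH- library and was 0 in all 5 Rip-cre ALDH- libraries. RNA from other islet cells in Pdx-cre ALDH- libraries may be part of this: in those libraries *Irx2* was higher by 1.42 and *Hhex* by 2.03 on the log2 scale than in Rip-cre ALDH- libraries. The cre driver is also tied to the mice and their sorting, so these cannot be told apart.

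*Iqgap2* was higher in Foxo knockout than in wild-type ALDH- cells, with a log2 fold change of 1.05 (standard error 0.163, adjusted p = 0.0481; 5 of 5 knockout libraries above all 3 wild-type libraries). *Iqgap2* lost the threshold in 10 of 14 alternatives, among them all 8 that left out 1 library (adjusted p from 0.0637 to 0.371), with log2 fold changes between 0.89 and 1.13. A low number of fragments is not the explanation, since the smallest number in any library was 420. The cre driver is not the explanation either: the log2 difference was 0.88 within Rip-cre and 1.37 within Pdx-cre libraries. In both populations, all 10 knockout libraries were above all 5 wild-type libraries (exact permutation test, two-sided p = 0.000333, the smallest possible), although ALDH+ and ALDH- libraries may share mice and are then not independent. Of the 8 splits of the ALDH- libraries that keep the same balance, 1, the real one, gave as many as 2 genes past the threshold, and with 8 splits that share cannot fall below 0.05. The number of genes therefore cannot be told apart from chance, and a Foxo effect on *Iqgap2* is a hypothesis found and tested on the same data.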

How the results depend on the processing

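The tests in this part were set in advance, apart from the fits on FPKM as deposited, with limma voom and with the replicate block within cre driver, and the family counts with the compared groups only and with no cre driver, which were chosen only after the result was seen. Each comparison of groups was recomputed under every alternative that could be fitted, which gave 465 values of 32 results: 341 stayed on the same side of the threshold or within the replicate spread, 85 were weaker, 34 stronger, 5 moved by more than the replicate spread, and 0 changed sign. For the named genes, 1197 values of 93 results gave 1070 that stayed, 97 weaker, 18 stronger, 12 moved and 3 of any kind with the opposite sign. These 3 were *Hic2* in wild-type cells over all libraries (-0.42 without wild-type ALDH+ replicate 1, 0.45 with it), *Elovl6* in knockout against wild-type ALDH+ cells over all libraries (-0.03 without the same library, 0.24 with it) and *Cyb5r3* in the genotype by ALDH interaction (-0.24 without wild-type ALDH+ replicate 2, 0.19 with it). Unless a cause is named, the cause was not tested. Median-of-ratios scaling changed no comparison result by these measures.

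With the length trend removed, the wild-type comparison of ALDH+ with ALDH- cells fell from 17 to 2 genes over the Rip-cre libraries and from 127 to 1 over all libraries. No gene of the 4 families stayed past the threshold in either set: over all libraries complex I went from 6 to 0 (13 of 41 at an unadjusted p under 0.05), complex IV from 2 to 0 (4 of 21), complex V from 3 to 0 (13 of 39) and ribosomal subunits from 22 to 0 (47 of 83). For the Rip-cre libraries complex I went from 2 to 0 (11 of 41), complex IV from 1 to 0 (6 of 21) and ribosomal subunits from 1, the binding protein *Rps19bp1*, to 0 (38 of 83), and complex V had 0 before and after. The family medians stayed negative, at -0.47 for complex I, -0.26 for complex IV, -0.35 for complex V and -0.50 for ribosomal subunits in wild-type cells over all libraries. The average over genotypes fell from 655 to 171 genes. Knockout against wild-type ALDH+ cells went from 5 to 0 genes over the Rip-cre libraries (862 at an unadjusted p under 0.05) and from 0 to 2 over all libraries. The cre driver by ALDH interaction went from 2 genes to 1.

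With no filter on expression, the wild-type comparison rose from 17 to 299 genes over the Rip-cre libraries, and knockout against wild-type ALDH+ cells rose from 5 to 261 over the Rip-cre libraries and from 0 to 33 over all libraries. The genotype by ALDH interaction rose from 0 to 16 genes, the cre driver by ALDH interaction from 2 to 7, the other Aldh genes from 0 to 1, and ribosomal subunits over the Rip-cre libraries from 1 to 2. Over all libraries complex I went from 6 to 2, complex IV from 2 to 1, complex V from 3 to 0 (22 of 47 at an unadjusted p under 0.05) and ribosomal subunits from 22 to 7 in wild-type cells, and the knockout comparison from 2 genes to 1.

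The filter FPKM at least 1 in every sample raised ribosomal subunits from 1 to 2 over the Rip-cre libraries, and complex IV from 2 to 4 and complex V from 3 to 5 over all libraries. The knockout comparison over all libraries went from 2 genes to 1. Knockout against wild-type cells went from 5 to 0 genes in ALDH+ cells of the Rip-cre libraries (807 at an unadjusted p under 0.05) and from 2 to 0 in ALDH- cells (509). The cre driver by ALDH interaction went from 2 to 0 (426). Aldh1a3 has no value under this filter in the average over genotypes, because some ALDH- libraries lie below 1.

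Fitting the compared groups only raised the wild-type comparison from 17 to 325 genes over the Rip-cre libraries and from 127 to 427 over all libraries, and lowered the knockout comparison over all libraries from 2 genes to 1. Family members past the threshold rose from 2 to 17 for complex I, from 1 to 8 for complex IV, from 0 to 9 for complex V and from 1 to 53 for ribosomal subunits over the Rip-cre libraries, and from 6 to 17, 2 to 8, 3 to 9 and 22 to 54 over all libraries. In the wild-type comparison of the Rip-cre libraries, the compared groups only take their spread from the 2 ALDH- libraries alone. With no cre driver in the model, the wild-type comparison over all libraries went from 127 to 0 genes (1135 at an unadjusted p under 0.05), the average over genotypes from 655 to 171, and knockout against wild-type ALDH- cells from 2 to 1. All 4 families went to 0 over all libraries, with 26 genes of complex I, 10 of complex IV, 17 of complex V and 63 ribosomal subunits lower at an unadjusted p under 0.05.

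With the replicate block, the wild-type comparison over all libraries went from 127 to 10 genes, the average over genotypes from 655 to 28, the knockout comparison over the Rip-cre libraries from 0 to 1, knockout against wild-type cells from 0 to 4 in ALDH+ cells over all libraries and from 2 to 1 in ALDH- cells. The replicate block with length trend removed gave 25, 20, 3, 23 and 1 genes for the same comparisons. Equal numbers join different cre drivers in the wild type (number 2) and different mice between genotypes, so apart from the knockout comparisons these are not paired results. The replicate block within cre driver gave 18 genes for the wild-type comparison over all libraries and 233 for the average over genotypes, and the replicate block within cre driver with length trend removed gave 52 and 19. The block on equal numbers could not be fitted to the wild-type comparison or to knockout against wild-type ALDH+ cells over the Rip-cre libraries, where a single wild-type ALDH+ library leaves too few pairs.

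With scaling by the sum without the 10 most abundant genes, complex I went from 6 to 3, complex IV from 2 to 1, complex V from 3 to 0 (12 of 39 at an unadjusted p under 0.05) and ribosomal subunits from 22 to 8 over all libraries, and knockout against wild-type ALDH- cells from 2 genes to 1. With pseudocount 0.1, knockout against wild-type ALDH+ cells over the Rip-cre libraries went from 5 to 2 genes and the cre driver by ALDH interaction from 2 to 0 (589 at an unadjusted p under 0.05). With FPKM as deposited, without rescaling, complex IV over all libraries went from 2 to 1 and knockout against wild-type ALDH- cells from 2 to 1.

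With limma voom on implied fragments, the wild-type comparison over the Rip-cre libraries went from 17 to 36 genes. Over the same libraries complex I went from 2 to 0 (18 of 41 at an unadjusted p under 0.05), complex IV from 1 to 0 (11 of 21) and ribosomal subunits from 1 to 0 (64 of 83). Over all libraries complex I went from 6 to 0 (23 of 41), complex IV from 2 to 1, complex V from 3 to 0 (22 of 39) and ribosomal subunits from 22 to 12. The knockout comparison went from 2 to 1 over all libraries. Knockout against wild-type ALDH+ cells went from 5 to 1 over the Rip-cre libraries and from 0 to 2 over all libraries, and in ALDH- cells from 2 to 4. The cre driver by ALDH interaction went from 2 to 0 (527).

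Leaving out single libraries changed the wild-type comparison over all libraries most: from 0 to 0 genes across the 3 fits that each left out one ALDH- library, against 127 with all of them. The counts at an unadjusted p under 0.05 were 1287 without wild-type ALDH- replicate 1, 1215 without wild-type ALDH- replicate 2 and 1340 without wild-type ALDH- replicate 3. Family members past the threshold were likewise from 0 to 0 for complex I, complex IV, complex V and ribosomal subunits in these fits, with between 25 and 27, 11 and 13, 19 and 21, and 71 and 73 genes at an unadjusted p under 0.05. Medians in wild-type cells over all libraries ran from -1.17 to -0.61 for complex I, from -0.94 to -0.49 for complex IV, from -0.61 to -0.47 for complex V and from -1.24 to -0.74 for ribosomal subunits. In the Rip-cre libraries they ran from -1.18 to -1.10 for complex I, from -0.94 to -0.93 for complex IV, from -0.71 to -0.63 for complex V and from -1.28 to -1.25 for ribosomal subunits. The average over genotypes ran from 290 to 802 genes, the knockout comparison from 0 to 2 over the Rip-cre libraries (725 to 1130 at an unadjusted p under 0.05 where the count was 0, the lowest without Foxo knockout ALDH+ replicate 3 and the highest without Foxo knockout ALDH- replicate 1) and from 1 to 3 over all libraries. Knockout against wild-type cells ran from 0 to 2 in ALDH+ cells and from 0 to 3 in ALDH- cells over all libraries, and the genotype by ALDH interaction from 0 to 3. The other Aldh genes stayed at 0 in 13 fits. Beside those counts of 0, between 597 (without Foxo knockout ALDH+ replicate 2) and 722 (without Foxo knockout ALDH+ replicate 4), between 441 (without wild-type ALDH- replicate 3) and 747 (without Foxo knockout ALDH- replicate 5), and between 329 (without wild-type ALDH- replicate 2) and 613 genes had an unadjusted p under 0.05.

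DESeq2 Wald tests, listed among the alternatives, were not run, because the tables hold no counts. The depth limits the genes with few fragments: Snora30, Snora2b, Snora34 and Mir686 rest on at most 3 fragments in any library. Hic1, Bach2 and Foxo4 were below the expression filter, which is set on FPKM, and depth was not tested as the cause. The depth does not limit insulin, whose estimate was too deep to be given in some libraries. The number of libraries limits the exact tests of the wild-type comparison, since 2 wild-type ALDH+ libraries against 3 allow no exact p below 0.1.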

Differences from the paper's values

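The paper reports 671 differentially expressed transcripts between wild-type ALDH+ and ALDH- cells, and 17 genes passed the same threshold over the Rip-cre libraries. None of the alternatives set before the data were examined closed the gap. The nearest were the fit of the compared groups only (325 genes) and no filter (299 genes); the counts were 17 with median-of-ratios scaling, 15 with scaling by the sum without the 10 most abundant genes, 23 with FPKM at least 1 in every sample, 17 with pseudocount 0.1 and 2 with length trend removed. With limma voom on implied fragments, chosen after seeing the values, the count was 36. The fit of the compared groups only took its spread from the 2 wild-type ALDH- libraries alone, so its nearness to the paper's count carries little weight.

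For complex I, the paper gives 13 genes as decreased and 2 passed the threshold. For complex IV, the paper gives 8 and 1 passed. For complex V, the paper gives 15 and 0 passed, with 20 of the 39 tested at an unadjusted p under 0.05. For ribosomal subunits, the paper gives 28 and 1 passed, *Rps19bp1*, a binding protein that the rule by gene symbol takes in, so 0 of the other 82 genes passed, with 73 at an unadjusted p under 0.05. None of the alternatives set before the data were examined for these counts closed any of these gaps: the highest counts among them were 3 for complex I (FPKM at least 1 in every sample), 1 for complex IV, 0 for complex V and 2 for ribosomal subunits (no filter, and FPKM at least 1 in every sample). The fit of the compared groups only, added for these counts after seeing the values, gave 8 genes for complex IV, the paper's number, and 17 for complex I, above the paper's 13 but within 1.5 times of it. With the same setting, also chosen after seeing the values, complex V with 9 genes stayed below the paper's number and ribosomal subunits with 53 went above it, both by more than 1.5 times. Since the spread in this setting came from the 2 wild-type ALDH- libraries alone, an equal count for complex IV carries little weight.

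For *Aldh1a3* in wild-type cells of the Rip-cre libraries, the paper's log2 fold change is 4.53 and it was 3.77 here (standard error 0.73). The gap closed with pseudocount 0.1 (4.57) and without wild-type ALDH- replicate 2 (4.01), and stayed with median-of-ratios scaling (3.76), no filter (3.77), length trend removed (3.67) and without wild-type ALDH- replicate 1 (3.53). For *Kcnq1ot1*, the paper's log2 fold change is 2.89 and it was 2.05 here (standard error 0.54). Only pseudocount 0.1 closed this gap (2.91); the other settings set before the data were examined gave *Kcnq1ot1* values between 0.66 and 2.26. For *Hic2*, the paper's value is 2.15 and it was 1.47 here (standard error 0.67). It came within the error with pseudocount 0.1 (2.22) and without wild-type ALDH- replicate 1 (1.54), and not with median-of-ratios scaling (1.46), no filter (1.47), length trend removed (1.19) or without wild-type ALDH- replicate 2 (1.39).

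Between knockout and wild-type ALDH+ cells of the Rip-cre libraries, the paper's log2 fold change of *Cyp27b1* is -5.42 and it was -3.20 here (standard error 0.52). With pseudocount 0.1 it was -5.34, and under the other settings set before the data were examined *Cyp27b1* stayed between -3.27 and -3.13. For *Elovl7*, the paper's value is -3.33 and it was -2.38 here (standard error 0.55). With pseudocount 0.1 it was -3.57, and otherwise *Elovl7* stayed between -2.67 and -2.13. With limma voom on implied fragments, chosen after seeing the values, the log2 fold changes were -5.98 for *Cyp27b1*, -3.82 for *Elovl7*, 4.66 for *Aldh1a3*, 3.08 for *Kcnq1ot1* and 2.35 for *Hic2*.

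The paper places *Aldh1a3* and 6 transcripts that it calls lncRNAs, *Peg3* among them, among the leading genes of the wild-type comparison. By p-value over the Rip-cre libraries, *Aldh1a3* ranked 48 and these transcripts ranked between 23 and 271. Over all libraries the ranks were 7 and between 18 and 256. The paper's text names *Elovl6* as altered in Foxo-deficient ALDH+ cells and as following *Cyb5r3*. Its log2 fold change over the Rip-cre libraries was 0.38 (standard error 0.41), upward, while *Cyb5r3* fell by 1.58. The gene in Table 4 is *Elovl7*. The paper's text names Hic1 as enriched in ALDH+ cells, its Supplementary Table 2 lists *Hic2*, and *Hic1* was at or below 1.10 FPKM in every library.

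The paper describes *Peg3* as changing in opposite ways in wild-type and Foxo-deficient ALDH+ cells. Relative to ALDH- cells it was higher in both, with log2 fold changes of 1.40 in the wild type and 0.68 in knockouts over the Rip-cre libraries, and it was lower in knockout than in wild-type ALDH+ cells (-0.82). The paper presents the fall in *Cyb5r3* as a feature of Foxo-deficient ALDH+ cells. In ALDH- cells its log2 fold change was -1.30. The paper describes *Foxo1* as reduced in wild-type ALDH+ cells by quantitative PCR of sorted fractions (Fig. 4g). In the sequenced libraries, a different assay, its log2 fold change between wild-type ALDH+ and ALDH- cells was 0.12 over Rip-cre (standard error 0.49). Over all libraries it was -0.10 (standard error 0.52). The quantitative PCR results were not analysed here, so whether the assays differ was not tested.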

Other observations

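The tests of Table 4 genes within each cre driver, of *Cyb5r3* in ALDH- cells, of the sex of the mice, of *Slc2a2*, of cell-type markers and of the length trend in single libraries were chosen only after the result was seen.

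Other splits of the libraries were fitted in the same way as the real one. Only splits that part as many same-numbered pairs were used, since the others would put both libraries of a pair into one group, although the wild-type number 2 joins different cre drivers; for the average over genotypes, 100 were drawn at random. For the average over genotypes, 1 of 100 splits, the real one, gave as many as 655 genes past the threshold. No *Aldh* gene other than *Aldh1a3* passed in that comparison, with 0 of 10 at an unadjusted p under 0.05; a count of at least 0 is reached by 100 of 100 splits by design. In Foxo knockouts over all libraries, 1 of 16 splits gave as many as 2 genes, and 1 of 16 gave a median as low as the real one for complex I, 1 for complex IV, 2 for complex V and 1 for ribosomal subunits. With 16 splits the share cannot fall below 0.05. With the Rip-cre libraries, 4 of 4 splits gave at least the 0 genes of the real one, with 983 genes at an unadjusted p under 0.05 in the real one.

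Fold changes depended on transcript length. Averaged over genotypes, Spearman's rho across 11255 genes between length and log2 fold change was 0.40 (0.40 in the wild type and 0.26 in Foxo knockouts), where genes are not independent replicates. The median log2 fold change was -0.25 for the shortest transcripts, up to 1623 bases, and 0.16 for the longest, from 4295 bases. Against the ALDH- libraries of its genotype and cre driver, each of the 7 ALDH+ libraries showed it, with rho between 0.08 and 0.36. The ALDH- libraries set against each other within genotype and cre driver gave between -0.09 and 0.05 for Rip-cre, and -0.16 and 0.16 for the 2 Pdx-cre knockout libraries, which mirror each other. The lowest ALDH+ values, 0.08 and 0.11, are Rip-cre knockouts and lie slightly above their own range. RNA quality that differs between sorted populations may give such a trend, and so could regulation of short housekeeping transcripts; the lowest value, 0.08, does not separate these explanations.

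Families made of short, abundant transcripts would be lowered by such a trend. Random lists of genes matched on length and expression (10000 for each family) had a median of -0.41 for complex I, against -0.69 for the family itself, and 0 lists were as low. For complex IV the lists had a median of -0.41 against -0.63, with 1.14% of lists as low. For complex V they had -0.28 against -0.42, with 0.92% as low, and for ribosomal subunits -0.49 against -0.77, with 0 lists as low. The matched lists therefore carry a large part of each fall, and length and expression level do not account for all of it. These shares are one-sided and treat genes as the unit.

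A higher share of nuclear RNA, or poorer RNA, could raise nuclear lncRNAs and lower ribosomal mRNAs together. If so, *Malat1* and the ribosomal median should move in opposite directions among ALDH- libraries as well. Over the 8 ALDH- libraries Pearson's r was -0.29 (exact permutation p = 0.48, adjusted p = 0.64) and Spearman's rho -0.52 (exact permutation p = 0.197). Without the 2 libraries farthest from the median of *Malat1*, r was 0.01, although leaving these out also narrows the range of *Malat1*. For complex I over the same libraries, r was -0.50 (exact permutation p = 0.199), and for ribosomal subunits over the 7 ALDH+ libraries it was -0.55 (exact permutation p = 0.215). Without the 2 farthest libraries these were -0.06 and -0.44. *Malat1* and *Aldh1a3* over the 7 ALDH+ libraries gave r = 0.15 (exact permutation p = 0.73). Among these 4 relations none passed adjustment, and with so few libraries the explanation could not be ruled in or out. These relations were not repeated within each cre driver.

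Pdx-cre and Rip-cre ALDH- libraries differed in transcripts of other islet cells. *Gcg* was at 9533 to 35838 FPKM in the 3 Pdx-cre libraries and at 667.0 to 888.0 FPKM in the 5 Rip-cre libraries, a log2 difference of 4.65 (exact permutation test, two-sided p = 0.0179, the smallest possible, adjusted p = 0.0358 over 24 genes, higher in 3 of 3). *Sst* differed by 3.92, *Irx2*, a gene of α cells, by 1.42 and *Hhex*, a gene of δ cells, by 2.03 (exact p = 0.0357, adjusted p = 0.0612, so *Hhex* fails the adjustment). *Slc2a2* fell by 2.93 and was at 9.21 to 22.5 FPKM in Pdx-cre and 108.0 to 227.0 FPKM in Rip-cre libraries. Of acinar transcripts, *Cela1* differed by 2.54 (adjusted p = 0.0358, higher in 3 of 3), and *Ctrb1* reached 331.0 FPKM in 1 Pdx-cre library (adjusted p = 0.0858). In ALDH+ cells *Ctrb1* was higher still, at 1223 FPKM in the wild-type Pdx-cre library and 601.1 FPKM in Pdx-cre knockout replicate 5. It was at 0.285 FPKM in Pdx-cre knockout replicate 4 and at most 1.58 FPKM in Rip-cre ALDH+ libraries. The wild-type results over all libraries therefore include an ALDH+ library with high acinar transcripts. RNA from other islet and acinar cells in the Pdx-cre libraries is a candidate explanation for the higher transcripts, since Pdx-cre marks the whole pancreas and the paper's sorting was described for Rip-cre mice. It does not account for *Slc2a2*. Among Foxo knockout ALDH+ libraries, *Gcg* was at 267.7 and 597.6 FPKM in Pdx-cre and 153.5 to 1016 FPKM in Rip-cre, and *Slc2a2* was still lower in Pdx-cre (log2 difference -2.99, 24.6 and 8.61 FPKM against 104 to 144 FPKM).

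In wild-type ALDH+ cells, *Ppy* fell by 2.34 and *Pyy* fell by 2.55 over the Rip-cre libraries alone, and by 2.02 and 2.09 over all libraries, so RNA of other cells in the Pdx-cre libraries is not the source of these falls. *Gcg* falls into separate clusters by cre driver (4.65 apart), so no correlation could be tested across the ALDH- libraries. RNA of other cells within the Rip-cre libraries was therefore not tested, and the pattern cannot be told apart from it.

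*Xist* was above 10 FPKM in 4 of 6 Pdx-cre libraries and 0 of 9 Rip-cre libraries (Fisher's exact test, two-sided p = 0.011). ALDH+ and ALDH- libraries of one pair may come from the same mice, and with each pair counted once it was 2 of 3 against 0 of 5 (Fisher's exact test, two-sided p = 0.107). The Y-linked transcript *Ddx3y* was under 1 FPKM in the same 4. The sequenced libraries therefore differed in sex between the cre drivers, and both wild-type Pdx-cre libraries were among the 4 (*Xist* 69.1 and 222.6 FPKM). With so few pairs, the test cannot tell whether this imbalance goes beyond chance. The Pdx-cre ALDH- library without *Xist*, Foxo knockout replicate 4 (*Ddx3y* 13.5 FPKM), had *Gcg* at 17334 FPKM and *Slc2a2* at 22.5 FPKM, both outside the Rip-cre ranges, so sex does not account for these differences between the drivers.

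The 21 compared genes that Table 4 gives as lower had a median log2 difference in Foxo knockout ALDH+ cells of -1.77 against the Rip-cre wild-type library and of -0.31 against the Pdx-cre one. The paper chose these genes with the Rip-cre wild-type library, so the first value was largely fixed in advance and a smaller second one is partly built in. A single unusual wild-type library may account for part of Table 4, and the Pdx-cre value cannot separate this from an effect of the cre driver. *Cyb5r3* fell in ALDH- cells as well. Its genotype by ALDH interaction was 0.19 on the log2 scale (standard error 0.47), so a Foxo knockout effect present in both populations is a candidate explanation.

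The ribosomal fall was smaller in Foxo knockouts than in wild-type cells, with a difference of 0.41 on the log2 scale (exact permutation test, two-sided p = 0.335, adjusted p = 0.574). Without wild-type ALDH+ replicate 1 this difference was 0.03 and without replicate 2 it was 0.78, so its size depends on single libraries. Of 12 such differences between genotypes, 0 passed 0.05 before adjustment. Among the transcripts that the paper calls lncRNAs, the largest by p-value was that of *Malat1*, -1.52 (exact permutation p = 0.0646, adjusted p = 0.414).

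No difference in *Foxo1* mRNA between wild-type ALDH+ and ALDH- cells was detected, with log2 fold changes of 0.12 over the Rip-cre libraries (standard error 0.49) and -0.10 over all libraries (standard error 0.52). *Rps6kb2* was higher in ALDH+ cells of both genotypes (log2 fold change 1.64 averaged over genotypes, standard error 0.19, adjusted p = 0.0016; all 7 ALDH+ libraries above all 8 ALDH- libraries). Averaged over genotypes, *Pnn*, *Eml5* and *Pclo* followed *Aldh1a3* and *Rps6kb2* among the genes higher in ALDH+ cells, with log2 fold changes of 1.16, 1.59 and 0.87. The genes with the smallest p-values among those lower in ALDH+ cells were *Rpl13a* (-0.97), *Myl6* (-0.82), *Hint1* (-0.83), *Rpl18* (-0.79) and *Snrpd2* (-0.94), with adjusted p-values between 0.0036 and 0.0037.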
